# Single-cell analyses reveal the dynamic functions of Itgb2^+^ microglia subclusters at different stages of cerebral ischemia-reperfusion injury in transient middle cerebral occlusion mice model

**DOI:** 10.3389/fimmu.2023.1114663

**Published:** 2023-03-30

**Authors:** Fanning Zeng, Jun Cao, Zexuan Hong, Yujun Liu, Jie Hao, Zaisheng Qin, Xin Zou, Tao Tao

**Keywords:** single cell RNA-seq, Itgb2, scSTAR, microglia, cerebral ischemia-reperfusion injury

## Abstract

**Introduction:**

The underlying pathophysiological mechanisms of cerebral ischemia reperfusion injury (CIRI) is intricate, and current studies suggest that neuron, astrocyte, microglia, endothelial cell, and pericyte all have different phenotypic changes of specific cell types after ischemic stroke. And microglia account for the largest proportion after CIRI. Previous transcriptomic studies of ischemic stroke have typically focused on the 24 hours after CIRI, obscuring the dynamics of cellular subclusters throughout the disease process. Therefore, traditional methods for identifying cell types and their subclusters may not be sufficient to fully unveil the complexity of single-cell transcriptional profile dynamics caused by an ischemic stroke.

**Methods:**

In this study, to explore the dynamic transcriptional profile of single cells after CIRI, we used single-cell State Transition Across-samples of RNA-seq data (scSTAR), a new bioinformatics method, to analyze the single-cell transcriptional profile of day 1, 3, and 7 of transient middle cerebral artery occlusion (tMCAO) mice. Combining our bulk RNA sequences and proteomics data, we found the importance of the integrin beta 2 (Itgb2) gene in post-modeling. And microglia of Itgb2+ and Itgb2- were clustered by the scSTAR method. Finally, the functions of the subpopulations were defined by Matescape, and three different time points after tMCAO were found to exhibit specific functions.

**Results:**

Our analysis revealed a dynamic transcriptional profile of single cells in microglia after tMCAO and explored the important role of Itgb2 contributed to microglia by combined transcriptomics and proteomics analysis after modeling. Our further analysis revealed that the Itgb2+ microglia subcluster was mainly involved in energy metabolism, cell cycle, angiogenesis, neuronal myelin formation, and repair at 1, 3, and 7 days after tMCAO, respectively.

**Discussion:**

Our results suggested that Itgb2+ microglia act as a time-specific multifunctional immunomodulatory subcluster during CIRI, and the underlying mechanisms remain to be further investigated.

## Introduction

Stroke is one of the major causes of death and disability in adults (1, 2). Approximately 87% of strokes are ischemic strokes, characterized by the reduced blood supply to the brain (3). Currently, the main strategy for the treatment of ischemic stroke is to revascularize the infarcted vessels and restore the blood supply to the ischemic area as soon as possible, such as pharmacological thrombolysis and mechanical endovascular thrombus extraction (4). Nevertheless, restoring blood flow to the ischemic region can subsequently exacerbate brain injury, which is known as cerebral ischemic-reperfusion injury (CIRI). The underlying pathophysiological mechanism of CIRI remains intricate and complex, including metabolism, excitotoxicity, and inflammation which could result in various forms of cell death, including necrosis, apoptosis, and pyroptosis (5, 6). The current study demonstrates that neurons, astrocytes, microglia, endothelial cells, and pericytes all have different phenotypic changes in specific cell types after ischemic stroke (7, 8). And after cerebral blood flow disruption, microglia accounted for the largest proportion of cell numbers after transient middle cerebral artery occlusion (tMCAO) (8). Previous transcriptomic studies of ischemic stroke have typically focused on the 24 hours after ischemia-reperfusion, obscuring the impact of the disease progression process. Different cellular subclusters at the time points are essential throughout the disease.

Single-cell RNA sequencing (9) as an outstanding high-throughput sequencing technology could facilitate to explore the cellular and molecular changes during cerebral ischemic reperfusion injury. In the previous study, Shi et al. found that Treg cells enriched in the ischemic brain through single cell RNA-sequence (scRNA-seq), and demonstrated that Treg cells could drive microglia to regulate the differentiation of oligodendrocyte precursor cells, which ultimately influenced the long-term outcomes after stroke (10). Another scRNA-seq research (7) of cerebral ischemia revealed that immune cells (including microglia, monocytes and macrophages), vasculature cells, and ependymal cells may play important roles during neuroinflammation induced by ischemic-reperfusion injury. More recently, Li and his colleagues (11) depicted the landscape of immune cells after different time points of cerebral ischemic stroke in aged mice through scRNA-seq during 24 hours after tMCAO. Their results identified a stroke-specific microglia subtype. Taken together, these cerebral ischemia scRNA-seq studies indicated that immune cells, especially microglia, act as vital roles during cerebral reperfusion injury by regulating neuroimmune and neuroinflammation. And their results provided a novel avenue for cerebral ischemia research. However, as depicted by the above studies, the transcriptional profiles of different cell clusters and their subclusters are varied dynamically during the pathophysiological process of cerebral ischemic-reperfusion injury. Therefore, the traditional methods to identify the cell types and their subclusters may not be full enough to exhibit the complexity of single-cell transcriptional profile dynamics during ischemic stroke.

In this study, to determine the single-cell dynamic transcriptional profiles after cerebral reperfusion injury, we adopted single-cell State Transition Across-samples of RNA-seq data (scSTAR) (12) to analyze the single cell transcriptional profiles from tMCAO mouse brains on day 1,3 and 7. Most of the current single-cell analysis techniques are based on directly comparing changes in cell populations after intervention and modeling. Although such comparisons can reveal changes in the number of cells in the cell clusters or the appearance of new cell clusters after intervention and modeling which can be used to speculate on disease mechanisms or molecular biological functions, existing analyses may not be sensitive to molecular function alterations as those changes may be masked by stronger cell-cell heterogeneities, such as cell subtypes. The existing analysis processes lose the detailed dynamics changes after intervention or modeling. scSTAR (12) can capture such trivial but significant variations by comparing the constructed real-virtual cell pairs, which can screen the variations irrelevant to the biological problem studied because the differences between the real and virtual cell pairs are only caused by the designed intervention. Based on scSTAR analysis, we determined the molecular dynamics features of cell subclusters changed by tMCAO at different time points, which facilitate us to explore and understand the dynamic transcription variation during CIRI. Then, combined with our bulk RNA-sequence data and proteomics data, we found Itgb2^+^ subclusters of microglia exhibited particular functions on day 1,3 and 7 after the onset of reperfusion. Overall, our study screened novel subclusters of microglia which may have versatile functions during cerebral reperfusion injury based on scSTAR bioinformatic analysis. Besides, we also provide a scRNA-seq data set of cerebral reperfusion injury for further study.

## Materials and methods

### Animals

Male C57/BL6 mice (8-10 weeks old, 22 ± 2 g, Specific Pathogen Free) were purchased from the Experimental Animal Center of Southern Medical University (Guangzhou, China). Animals were kept in cages under standard light and dark cycle conditions (12 hrs:12 hrs, temperature 25 °C) with free access to food and water. In addition, cages were cleaned regularly. All animal studies were conducted in accordance with protocols and guidelines approved by the Institutional Animal Ethical Care Committee of the Southern Medical University Laboratory Animal Center.

### Transient middle cerebral artery occlusion model establishment

The modeling of temporary middle cerebral artery occlusion has been described in our previous article (13). Briefly, mice were anesthetized with continuous inhalation of sevoflurane (2%-5%); the inner and outer muscles of the sternocleidomastoid muscle were separated to expose and isolate the right common, external, and internal carotid arteries. Subsequently, the superior thyroid and occipital arteries were separated and cauterized using a preheated electrocautery to prevent bleeding. The model was established by inserting a monofilament (approximately 2 cm) from the external carotid artery to the middle cerebral artery, avoiding the pterygopalatine artery. After the monofilament was inserted for 1.5 hours of ischemia, the monofilament was gently pulled out to form reperfusion. The wound was disinfected with iodine and sutured. Mice in the sham group adopted the same procedure except for the MCA occlusion (14). Cerebral blood flow (CBF) was measured continuously in mice before, during and after MCAO surgery by applying a laser Doppler flowmeter (Periflux System 5000, Perimed, Järfälla, Sweden). A decrease in CBF in the MCAA region ≥ 80% of baseline after MCAO surgery and recovery of CBF ≥ 70% of baseline within 10 minutes after dismantling were considered successful in inducing brain I/R injury; otherwise, mice were excluded (15). After the behavioral tests on 1, 3, and 7 days after modeling, the mouse brain samples from the ipsilateral hemisphere were taken for single–cell isolation and extraction.

### Infarct volume analysis

TTC (2,3,5-Triphenyltetrazolium chloride) staining was used to reflect cerebral infarction as a percentage of brain volume. The mice were anesthetized and the integral brains were quickly obtained and cut into 2 mm tissue slices, then stained with 2% TTC for 5 minutes and soaked in 4% formaldehyde for 6 hours. The brain slices were arranged in order and photographed. The red area indicated no infarction; the white area indicated infarction.

### Rotarod test

Sensorimotor functions were accessed by the rotarod test after tMCAO. All mice were trained for 2 days before the model establishment (each mouse was tested twice and the speed of rotation was 5 rpm for 10 minutes). During rotarod testing, the speed of rotation was accelerated from 5 to 15 rpm over 60 seconds with a testing period cut-off of 300 seconds for each trial and 2 total trials performed. The fall latency of each mouse was recorded and averaged. The experimenter was blinded to the treatments given to each mouse (13).

### Neurological scoring

The neurological deficit (ND) score was evaluated by a blinded investigator after 1, 3, and 7 days of reperfusion as previously described. The scoring system was based on the following criteria: (1) no neurological deficit (0 points); (2) forelimb weakness and torso turning to the ipsilateral side when held by the tail (1 point); (3) circling to affected side (2 points); (4) unable to bear weight on the affected side (3 points); and (4) no spontaneous locomotor activity or barrel rolling (4 points).

### scRNA-seq data generation

Beads with unique molecular identifiers (UMI) and cell barcodes were loaded close to saturation so that each cell was paired with a bead in a Gel Beads-in-emulsion (GEM). After exposure to cell lysis buffer, polyadenylated RNA molecules hybridized into the beads. Beads were retrieved into a single tube for reverse transcription. On cDNA synthesis, each cDNA molecule was tagged on the 5’end (that is, the 3’end of a messenger RNA transcript) with UMI and cell label indicating its cell of origin. Briefly, 10× beads were then subject to second-strand cDNA synthesis, adaptor ligation, and universal amplification. Sequencing libraries were prepared using randomly interrupted whole-transcriptome amplification products to enrich the 3’end of the transcripts linked with the cell barcode and UMI. All the remaining procedures including the library construction were performed according to the standard manufacturer’s protocol (CG000206 RevD). Sequencing libraries were quantified using a High Sensitivity DNA Chip (Agilent) on a Bioanalyzer 2100 and the Qubit High Sensitivity DNA Assay (Thermo Fisher Scientific). The libraries were sequenced on NovaSeq6000 (Illumina) using 2×150 chemistry.

### scRNA-seq data processing, quality control and integration

The FASTQ files were generated by using the 10× Genomics Cell Ranger toolkit (v.3.0.1), which were extracted barcodes and UMI, filtered and mapped reads to the GRCh38 reference genome, and obtained a matrix containing normalized gene counts versus cells per sample. Then we further analyzed these outputs using Seurat (v.4.1.2) for quality control and downstream analysis with default parameters, unless otherwise indicated. We removed out low-quality cells according to the following quality control procedures: (1) cells with less than 200 genes or more than 3000 genes and genes expressed in less than 3 cells were removed. (2) over 10% of mitochondrial-derived UMI counts were filtered out. After quality control, the datasets were log-normalized. The top 2000 highly variable genes (HVGs) were chosen for canonical correlation analysis and the first 30 reduced dimensions were adopted for integration anchors. 

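In the deposited matrices, the 4 libraries held 11744 cells for the sham group and 17780, 11983 and 17922 cells for days 1, 3 and 7 after tMCAO. No cell had fewer than 500 UMIs. A limit of 200 to 3000 genes and at most 10% mitochondrial UMIs per cell, applied to these matrices, kept 7562 sham cells (64.4%), 13376 day 1 cells (75.2%), 9378 day 3 cells (78.3%) and 14044 day 7 cells (78.4%), in all 44360 of 59429 cells (74.6%). The upper gene limit alone removed 2856, 3452, 1964 and 2647 cells of the sham, day 1, day 3 and day 7 libraries, counting cells within the mitochondrial limit. The mitochondrial limit removed 1127, 883, 437 and 1136 cells in the same order. Because the most complex cells were removed, the median depth of the kept cells was 3732 UMIs in the sham library and 2813, 2897 and 2508 UMIs on days 1, 3 and 7. Among the alternatives, a mitochondrial limit of 5% moved the total most, to 33469 cells.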

Finally, a total of 53484 single cells were applied in downstream analyses, including 16345, 11056, 16246 and 9837 single cells on postoperative days 1, 3 and 7 and sham surgery groups, respectively.

### Dimensionality reduction, clustering, annotation and visualization

Then the data were scaled using the ScaleData function. Principal components analysis (PCA) was performed, and we selected the top 30 PCs for clustering cells with a resolution parameter of 1.0. The same PCs were used to generate the Uniform manifold approximation and projection (UMAP). Each cluster was annotated based on high expression of known marker genes and visualized by FeaturePlot function. Cldn5, Ly6c1, Ly6a, Itm2a (Endothelial Cells); Cldn11, Mag, Opalin, Ermn, Mog (Oligodendrocytes); Acta2, Des, Tpm2, Filip1l (Vascular Smooth-muscle Cells); Ttr, Clic6, Sostdc1, Car12, Prlr, Htr2c (Choroid plexus cells); VKcnj8, Atp13a5, Anpep, Abcc9, Cd248 (Pericytes); Hexb, C1qa, Tmem119, GRP34, OLFML3 (Microglia); Rtn1, Sox4 (Neuron); F3, Gja1, Slc1a3, Gjb6(Astrocyte); Calml4, Chchd10, Clu (Ependymal); Olig1, Olig2, Pdgfra, Tnr, C1ql1, Matn4 (Oligodendrocyte progenitor cells); Cd8a, Klrd1, Cd4 (T cells); Trem1, Mmp8 (Neutrophil); Cd14, Cd86 (Monocyte); Cd19, Cd79a (B cells).

### scSTAR analysis

scSTAR (12), which uses a supervised machine learning algorithm, partial least square (PLS), profiles the differences between two biological feature spaces by maximizing the covariance of the global characteristics. Based on the PLS model, each real cell in one condition can be virtually projected to the counterpart space. The differences between each real-virtual cell pair represent the state transition of the cell driven by the intervention studied. First, the normalized data were categorized into two groups, which represented different biological conditions of the study. The group categorization criteria varied depending on the biological problem of interest. We used the OGFSC (16) package to filter genes on the normalized data, and a dual PLS model was then applied to extract the differences between the two groups. Thus, all variation components that are not related to the signal of interest are excluded and the remaining amplitude represents the differential expression (DE) genes between the two groups. The heterogeneities between cells indicate the diverse dynamic patterns of those cells when conditions change. Finally, all cells from both groups were clustered using the Seurat R package (v.4.1.2) based on processed data. Then, the Seurat ‘FindAllMarkers’ function was applied to identify the marker genes in each cluster. A hypergeometric test is then applied to assign cell clusters to biological conditions. We defined the marker genes of one cluster as upregulated in one condition if the cells from the condition dominated the cluster, as indicated by the hypergeometric test p<0.05. On some occasions, a cell cluster may be associated with no condition, which implies that this cluster of cells tends to be stable.

### Co-analysis of RNA and proteome sequence

Proteome sequencing data were obtained from the tMCAO model in male C57/BL6 mice (8-10 weeks old) on the 3rd postoperative day. RNA-seq (17) was obtained from the tMCAO model in male C57/BL6 mice (8-10 weeks old) 24 h after modeling. Based on our published data from RNA (17) and proteomics sequencing data. Differential genes(|log2 (fold change)| ≥1, p<0.05) in both sequence data were merged. The 44 shared differential genes were obtained and visualized by Graphpad 8.4.2(GraphPad Software, San Diego, CA, USA.) and Cytoscape v. 3.9.1.

### Analyze network

The list of genes in the intersection was imported into the STRING11.5 platform (https://cn.string-db.org/) to determine the protein interaction between the targets. The species was selected as *Mus musculus*, and the “medium confidence” was set to 0.4 to more comprehensively display the relationship between the target genes. Then, the results of the protein-protein interaction (PPI) network analysis were imported into Cytoscape 3.9.1 software in the format of the tsv text, and the Network Analyzer plug-in was used for topology analysis to highlight the importance of target genes and eliminate the target with the node degree of zero. The importance of each gene (node in the network) is determined by the median of degree centrality, medium centrality and compactness centrality was used as the chi-square value. The genes with larger nodes and darker colors perform more important biological functions.

### Metascape analyze

The FindAllMarker function in the Seurat package was used to obtain the differentially expressed genes in clusters using the Wilcoxon rank-sum test. A Bonferroni FDR correction of less than 0.05 was used as a cutoff for identifying statistically significant differentially expressed genes (DEGs). The DEGs of sc_S1, 3, 4, and 5 of the Itgb2^+^ scSTAR analysis were used for the Matescape analysis (https://metascape.org/) (18). The DEG lists of each cluster were provided respectively to the Matescape. M. musculus was selected as the species for input and analysis. The express analysis was selected. Metascape was used to enrich biological processes as well as to cluster biological processes with similar functions and then connect these enriched clusters according to the MCODE algorithm. Graphs of the protein interaction networks were visualized in Cytoscape v3.9.1.

### Kyoto Encyclopedia of Genes and Genome (KEGG) analyze

In order to clarify the interactions of Itgb2 and protein in function-related MCODE, the protein-protein interaction (PPI) lists of MCODE-x (1,2,3…, n) together with Itgb2 were used to perform KEGG enrichment analysis *via* GSEA (http://www.gsea-msigdb.org/gsea/index.jsp), respectively. Gene sets with a significance level of false discovery rate (FDR) of < 0.05 were considered significant. Visualization of KEGG pathways was done by Biorender (https://app.biorender.com/).

## Result

### Identification of major brain cell types after tMCAO

To investigate cell heterogeneity after ischemic brain injury, we performed behavioral tests on days 1, 3, and 7 after tMCAO as well as we analyzed the mRNA transcripts of single cells extracted from the brain. Single cells were extracted from the brain using the 10× Genomics technology (**Figure 1A**). 

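In the 10× Genomics assay, each cell is captured in a droplet with a barcoded bead, and each captured mRNA molecule receives a unique molecular identifier (UMI), so that counting UMIs counts molecules. Transient middle cerebral artery occlusion (tMCAO) blocks and then reopens an artery of the brain, as a mouse model of stroke with reperfusion. There was 1 library each for the sham group and for days 1, 3 and 7 after tMCAO. Figure 1A places the sham library at day 0, whereas the text recorded with the data places it at day 7. As there were no replicates, no test between groups was run, and all intervals given beside values are exact 95% intervals that cover counting error alone. They leave out the spread between mice. Those of sums and ratios of UMIs treat the UMIs of a cell as independent, and so also leave out the spread between cells.
The authors deposited UMI counts per gene and cell, which were whole numbers without normalization, although the methods speak of normalized gene counts. The headers name Cell Ranger 4.0.0, which is not the version in the methods. Of 31053 features, 30934 (99.6%) matched mouse gene identifiers of the GENCODE vM21 annotation of GRCm38, whereas the methods name a human build. Before filtering, the libraries held 90607320 (sham), 104023002 (day 1), 69392755 (day 3) and 90072740 (day 7) UMIs, with medians of 5215, 3602, 3681 and 3099.5 UMIs per cell.
The kept cells were log-normalized, integrated by canonical correlation and clustered in Seurat with the settings of the methods, and each cluster was named from fixed marker genes. As the authors' cell names were not used here, a difference from the study may come from the rebuilt names, and each class is written as "-like". Doublets, droplets with more than 1 cell, were kept, because the methods name no removal. The Scrublet method called 74, 648, 107 and 571 cells (0.979%, 4.84%, 1.14% and 4.07%) of the sham, day 1, day 3 and day 7 libraries as doublets. Gene levels were computed in counts-per-million (CPM) from the summed UMIs of a class in a library. Droplets also take up free RNA released by other cells, so a low level in a class can come from its neighbours. Where cells were compared by whether they held a UMI of Itgb2, each cell was thinned at random to 1000 UMIs and shallower cells were left out, since a deeper cell has more chances to show any gene.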

After tMCAO, we used TTC staining, neurobehavioral test, and neurological scores to assess brain injury in mice. As shown in **Figure 1B**, the mice of the tMCAO group had larger infarct volumes than the sham group. The rotation duration of the sham group (262.5 ± 65.6 s) was longer than the tMCAO group (60.7 ± 34.7 s, 59.5 ± 21.4 s and 79.5 ± 19.6 s) on 1, 3 and 7 days after surgery, respectively (**Figure 1C**). Additionally, the neurological functions of tMCAO mice were impaired significantly compared with the sham mice (**Figure 1D**). As depicted in **Figure 1E**, all single cells were projected on a UMAP plot after batch-effect correction using Seurat and each cell from either tMCAO or sham animals was distinctly assigned to different populations. 

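Clustering of the 44360 kept cells gave 35 clusters, of which 2 stayed unnamed. The endothelial-like class was the largest, with 21743 cells in 10 clusters. The leading genes of 1 of these clusters, of 1448 cells, included Ackr1, Vwf, Selp, Sele and Il1r1. Oligodendrocyte-like cells (led by Mog and Ermn) numbered 5327 in 3 clusters, vascular smooth muscle-like cells (Myh11, Acta2, Tagln) 5161 in 5 clusters, of which 1 was led by Ccl19 and Ccl11, and pericyte-like cells (Abcc9, Atp13a5, Kcnj8) 2243. The microglia-like class held 1642 cells in 2 clusters led by Cx3cr1 and P2ry12. The deeper of these, with 911 cells and a median of 4485 UMIs, also had the cytokine gene Il1a among its leading genes, and the shallower held 731 cells with a median of 1055 UMIs. The other classes were neuron-like (902 cells), choroid plexus-like (796), astrocyte-like (636), ependymal-like (366), border macrophage-like (361), oligodendrocyte progenitor-like (340), fibroblast-like (246), erythrocyte-like (242), T or NK-like (222), neutrophil-like (162) and B-like (67). No cluster met the rule for a monocyte-like or dendritic-like name.
The larger unnamed cluster, of 3651 cells, had a median of only 846 UMIs, and all 4 endothelial markers were detected in it. It stayed unnamed for its depth, as no endothelial marker was among its leading genes. Most of the endothelial-like clusters lacked such a marker too but were deeper. It made up 11.8% of the sham cells and 5.50%, 6.70% and 9.92% of the cells on days 1, 3 and 7. The smaller, of 253 cells led by Prg4, Nov and Slc47a1, was left unnamed by a rule set after its genes had been seen, and made up 0.503%, 1.14%, 0.277% and 0.263% of the cells in the same order. Some named clusters came mostly from 1 library and may stand for that library rather than for a cell type. From day 1 these were both neuron-like clusters (75.7% and 59.6% of their cells), the oligodendrocyte progenitor-like cluster (69.4%), the fibroblast-like cluster (54.1%) and 1 oligodendrocyte-like cluster (68.1%). From day 7 came 1 vascular smooth muscle-like cluster (60.1%) and 1 oligodendrocyte-like cluster (62.3%), in which Scrublet called 35.5% and 32.0% of the cells doublets.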

And we presented the top 5 genes of each cell type in the heatmap (**Figure 1G**). We performed a percentage of cell counts for the defined types of cells. 

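Microglia-like cells numbered 159 in the sham library and 659, 424 and 400 on days 1, 3 and 7 after tMCAO. As a share of each library's kept cells they made up 2.10% (exact binomial interval 1.79 to 2.45%) in the sham group, 4.93% (4.57 to 5.31%) on day 1, 4.52% (4.11 to 4.96%) on day 3 and 2.85% (2.58 to 3.14%) on day 7. The day 1 share was 2.34 times the sham share. Of all microglia-like cells, 9.68% came from the sham library, 40.1% from day 1, 25.8% from day 3 and 24.4% from day 7. This second measure depends on how many cells each library held. Counting border macrophage-like cells in moved the library shares most, to 2.98% (sham) and 5.94% (day 1), a ratio of 2.00. Admitting cells with up to 6000 genes, each given the class of its nearest clustered cells, moved that ratio most, to 3.19. As the leading genes of the class, such as P2ry12, can themselves change after injury, the cells were also clustered without integration and without the marker genes, an alternative chosen after seeing the data. This gave 2.14% (sham), 5.09% (day 1), 4.56% (day 3) and 2.74% (day 7) of each library. With the main settings, the intervals of all 3 days lay above that of the sham group by either measure. As a share of the library, the day 7 interval overlapped that of sham in the clustering without the marker genes, with border macrophage-like cells counted in, and where each cell was called on its own.

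**Figure D1:**
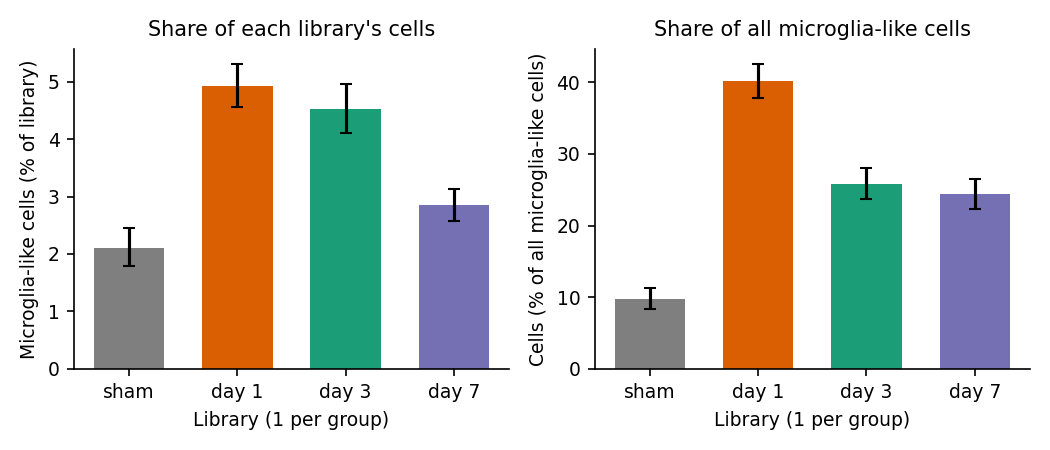
Microglia-like cells as a percent of each library's kept cells (left) and each library's percent of all microglia-like cells (right) for the sham, day 1, day 3 and day 7 libraries, with exact binomial 95% intervals and 1 library per group. Both panels are highest on day 1, at 4.93% and 40.1%.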

The percentage of microglia on day 1, day 3 and day7 after surgery(43.54%, 24.32% and 21.75%)was significantly higher than that of the sham group (10.40%) (**Figure 1F**). We analyzed intercellular interactions between microglia-immune cells and neuron-immune cells and showed the number of receptor-ligand pairs with heatmaps and chord-chart (**Supplementary Figures 1A, B**). We found abundant receptor-ligand pairs between microglia and immune cells, suggesting that microglia play a central role in the immune response. Also, the number of receptor-ligand pairs between microglia and neurons was the highest among immune cells at 68, suggesting that microglia have the opportunity to influence neuronal function by acting on neurons. The detailed receptor-ligand pairs are shown in **Supplementary Figures 2**, **3**. The results above suggested the importance of microglia after tMCAO modeling.

**Figure 1:**
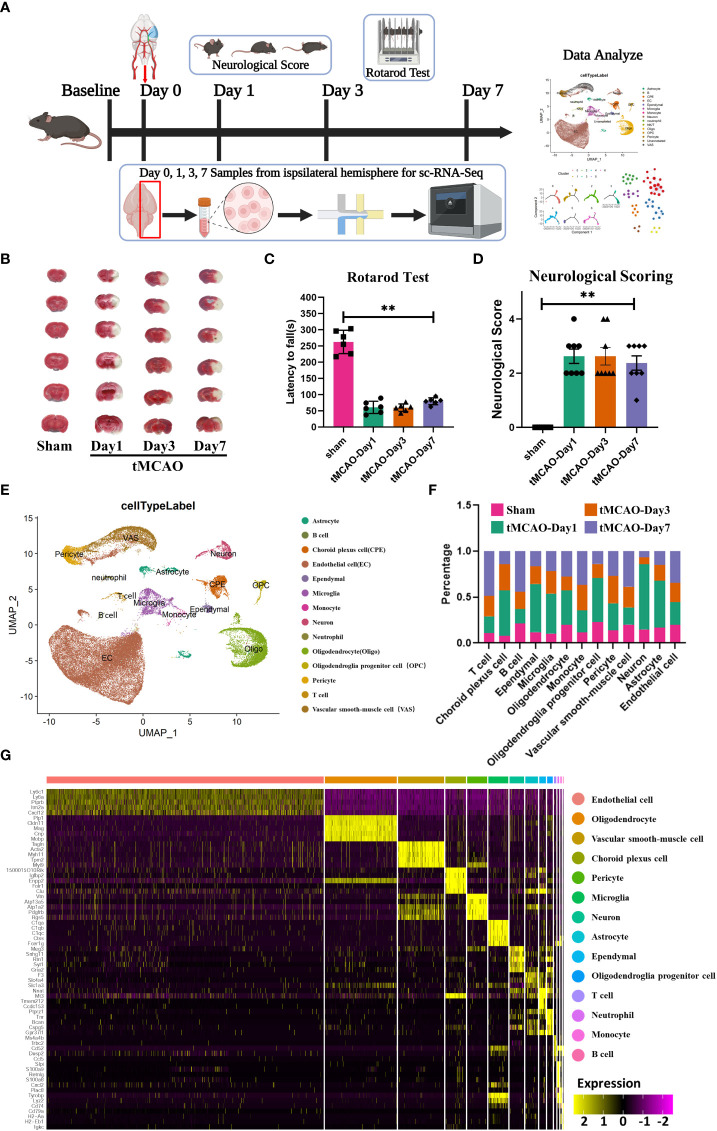
Identification of major brain cell types after tMCAO. **(A)** Flow chart of the experiment. **(B)** TTC staining of mouse brain sections after tMCAO. **(C)** Rotarod test and **(D)** Neurological Score after tMCAO. **: p < 0.001 (two-way analysis of variance followed by Dunnett's multiple comparisons tests) **(E)** UMAP graph of single-cell RNA sequencing subpopulations of the brain sample after tMCAO or sham. **(F)** Cell population ratios at each time point. **(G)** Heatmap of top 5 genes for each cell population.

### Overview of scSTAR analysis of microglia

We next analyzed and demonstrated the changes in cellular dynamics of microglia at different time points after tMCAO modeling. We first used the conventional analysis method to sort the microglia. Microglia were divided into 8 subclusters and the distribution of cells at each time point is presented in **Figures 2A, B** in the form of UMAP. 

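The subclusters of the paper were not rebuilt, and the microglia-like class was compared as a whole between libraries. Genes were ranked by the log2 ratio of CPM on each day over sham, with 10 CPM added to both. Only genes with at least 100 CPM in 1 of both libraries, and with no other class above 5 times the microglia-like level, were ranked, which left 1417, 1383 and 1393 genes on days 1, 3 and 7. The added CPM shrinks the log2 ratio of low genes.
On day 1, the 5 largest rises were those of Rcan1, Tnfsf9, H2afz, Bola2 and Gdf15. Rcan1 (ENSMUSG00000022951) had 25.8 CPM in the sham library and 255 CPM on the day, a ratio of 9.89 (5.74 to 18.7). The GENCODE vM21 annotation of GRCm38 places the gene with that identifier at chromosome 16, 92391953 to 92470867, reverse strand. The falls were those of Gm42418, Tmx4, Rtp4, Jun and P2ry12, with log2 ratios from -2.94 to -2.40. P2ry12 is also a leading gene of the microglia-like clusters. Gm42418 (ENSMUSG00000098178), a lincRNA gene of chromosome 17, 39846958 to 39848788, forward strand, fell from 9155 to 1186 CPM. It overlaps AY036118 on the other strand, so its counts are uncertain.
On day 3, Cd72, Ctsd, Ctsb and Cd63 were among the largest rises, with log2 ratios from 2.65 down to 1.92. Cd72 (ENSMUSG00000028459, chromosome 4, 43446462 to 43454628, reverse strand) had 23.8 CPM in the sham library and 202 CPM on the day, a ratio of 8.48 (4.78 to 16.6). Cxcl10, Gm42418, Ifit3, Nfkbia and Parp14 fell most. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, reverse strand) went from 409 to 89.1 CPM, a ratio of 0.218 (0.173 to 0.273). On day 7, the largest rises were those of Cst7, Gm26669, Cd63, Rpl23a and Pld3. Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944, forward strand) rested on 2 sham UMIs against 152 on day 7, a ratio of 33.2 with an interval of 9.02 to 276. Falls were largest for Gm47283, Cxcl10, Rtp4, 0610040J01Rik and Ifit3. Gm47283 (ENSMUSG00000096768, chromosome Y, 90784738 to 90816464, forward strand) went from 482 to 54.5 CPM. Further genes have uncertain counts because of a same-strand overlap (Ctsd with Gm49369, Rtp4 with Gm45338, Parp14 with Gm49730), an antisense neighbour (Gm26669 with Zfp36l1) or pseudogenes of the same name (14 for Rpl23a, 1 for Cd63).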

We performed a functional enrichment analysis of microglia subcluster. Some subclusters of microglia had specific functions. Cluster1 was involved in inflammation, Cluster3 in metabolism-related processes, and Cluster6, 7 in glial cell differentiation and gliogenesis, as well as neurogenesis and synapses (**Supplementary Figure 4A**). The top 5 genes for each subcluster were presented in the heatmap (**Supplementary Figure 4B**). To clarify the relationship of microglia function related to time points, we next performed the scSTAR analysis. Based on dynamic analysis, we reclassified microglia into 7 subclusters and also analyzed cells at different time points (**Figures 2C, D**). We found that there was a clear tendency for the cells to aggregate from the right to the left branch after tMCAO (**Figure 2D**) and this change gradually recovered over time. 

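To place the microglia-like cells between the sham and the injured state, a single partial least squares component was fitted to separate sham from day 1 cells, in place of scSTAR, which was not run here. It was trained on every second cell of both libraries (59 sham and 260 day 1 cells) over 2000 variable genes, and the day 3 and day 7 cells played no part in setting it. Cells under 1000 UMIs were left out (42 sham cells and 140, 122 and 114 cells of days 1, 3 and 7). On a scale where the held-out sham cells average 0 and the held-out day 1 cells average 1, the mean position was 0.497 on day 3 and 0.289 on day 7. The share of cells beyond the midpoint of 0.5 was 15.5% (7.35 to 27.4%) of 58 held-out sham cells, 87.6% (83.0 to 91.4%) of 259 held-out day 1 cells, 47.0% (41.3 to 52.8%) on day 3 and 31.5% (26.1 to 37.2%) on day 7. Without integration the day 3 and day 7 shares were close, at 45.1% and 44.3%. At 500 UMIs per cell, which left out no cell, the 4 shares were 25.3%, 83.0%, 50.2% and 33.3%. The genes with the largest weights were Gm42418, Fosb and P2ry12 toward the sham end and Ftl1, Fth1 and Rpl32 toward the day 1 end. Fosb is an immediate-early gene, which can respond to cell preparation. Because the component was fitted to part sham from day 1 cells, day 1 lies at its far end by construction, and a lower share on another day need not mean a return to the sham state.
Gene lists were summed in the same class. The homeostatic list of 8 genes, of which 4 (P2ry12, Cx3cr1, Siglech and Fcrls) also lead the microglia-like clusters, stood at 8411 CPM in the sham library and at 0.554 (0.535 to 0.574), 0.894 (0.862 to 0.926) and 0.803 (0.773 to 0.833) times that on days 1, 3 and 7. Leaving out the integration moved the day 1 ratio to 0.517. The inflammatory list of 12 genes, which shares Il1a with the leading genes, stood at 12534 CPM in the sham library, and its ratios were 1.37 (1.33 to 1.41), 0.891 (0.865 to 0.917) and 0.634 (0.614 to 0.655). The injury-associated list of 8 genes had 1105 CPM in the sham library, below the 1318 CPM of endothelial-like cells. That class was taken to lack the list, but this was not tested gene by gene, so its level may be more than background. The sham level could therefore not be told from background, and no ratio is given. It stood at 9897, 15397 and 27407 CPM on days 1, 3 and 7, and at 8049, 14172 and 25772 CPM with the endothelial-like level subtracted. Such a sum can rest on a few abundant genes. The interferon list of 6 genes fell from 1573 CPM in the sham library to 614, 802 and 667 CPM. Among 9 classes, its sham level ran from 85.6 CPM in oligodendrocyte-like to 9709 CPM in endothelial-like cells. In the latter it was 3223, 6579.6 and 2884 CPM on days 1, 3 and 7. Free RNA from endothelial cells can therefore be part of the level in microglia-like cells and of its fall. Among 10000 random lists matched on size and mean expression, the median log2 ratio on day 1 lay at percentile 0.1 for the homeostatic, 97.5 for the inflammatory (11 genes passed the expression limit) and 0 for the interferon list. From the distribution of the scSTAR subclusters over the time points, the paper proposes that different microglia subclusters function at different times.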

Based on the scSTAR subclusters, the distribution of cluster 4 was similar to that of the Sham group, while the distribution of clusters 5 and 6 was consistent with the dynamic changes after modeling. This suggested that different microglia subclusters might function during the time points.

**Figure 2:**
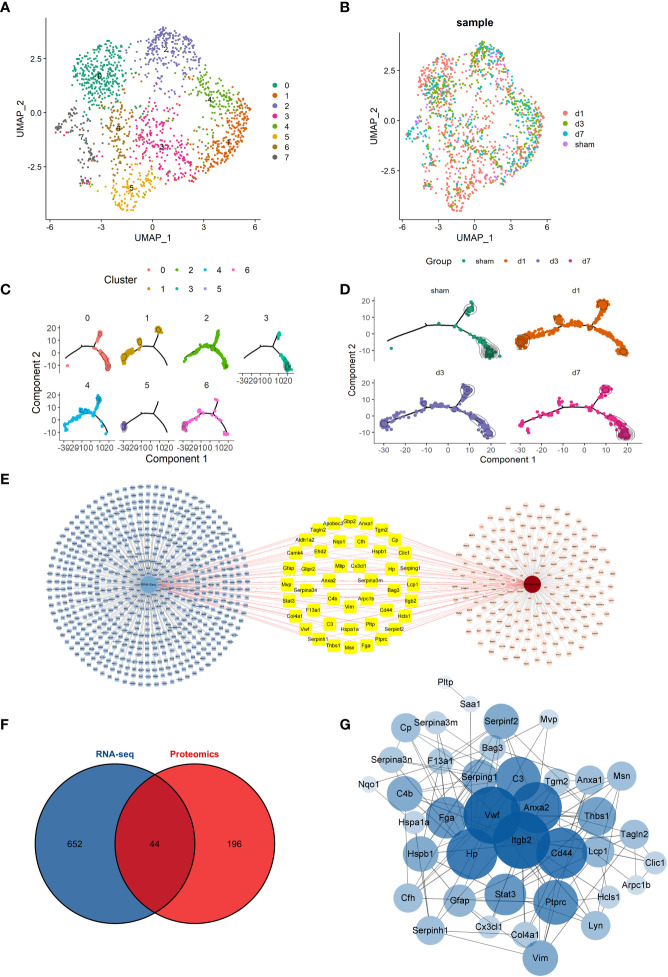
Overview of conventional scRNA-seq analysis and scSTAR analysis of microglia **(A, B)** UMAP of the microglia subcluster and the distribution of cells at time points by the conventional analysis method. **(C, D)** Trajectory analysis of the microglia subcluster and the distribution of cells at time points by scSTAR. **(E)** Details of 44 differentially expressed genes co-expressed in RNA-Seq and proteomic. **(F)** A Venn plot of 44 DEGs was both in RNA-Seq and proteomic differentially expressed genes or proteins. **(G)** Network Analyzer of 44 shared DEGs.

We then intersected the RNA-seq differentially expressed genes and the differentially expressed proteins of the proteomic of the tMCAO model. A total of 44 genes were both in RNA-Seq and proteomic differentially expressed genes or proteins (**Figure 2F**). The 44 genes were shown in detail in **Figure 2E**. Then, the 44 genes were analyzed by STRING and the Network Analyzer plug in of Cytoscape 3.9.1 software to obtain the genes’ PPI network and topological characteristics. The network details are shown in **Figure 2G**. Genes with the top 10 highest degrees of freedom were integrin beta 2(Itgb2), Von Willebrand factor (Vwf), annexin A2 (Anxa2), CD44 antigen (Cd44), haptoglobin (Hp), complement component 3 (C3), protein tyrosine phosphatase, receptor type, C (Ptprc), fibrinogen alpha chain (Fga), signal transducer and activator of transcription 3 (Stat3), and signal transducer and activator of transcription 3 (Thbs1). Itgb2, the most important gene, was selected for further scSTAR analysis to determine Itgb2 function in microglia at different time points.

### scSTAR of itgb2^+^ cell clusters in groups on 1, 3 and 7 days after tMCAO

Next, we performed a scSTAR analysis for Itgb2. First, all microglia were divided into Itgb2^+^ and Itgb2^-^ clusters. 

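Itgb2 encodes the integrin beta 2 subunit. The GENCODE vM21 annotation of GRCm38 places the gene with that identifier (ENSMUSG00000000290) at chromosome 10, 77530252 to 77565708, forward strand. A microglia-like cell was called Itgb2+ when at least 1 of its 1000 thinned UMIs was from Itgb2. This held for 7 of 117 sham cells (5.98%, interval 2.44 to 11.9%), 58 of 519 day 1 cells (11.2%, 8.60 to 14.2%), 45 of 302 day 3 cells (14.9%, 11.1 to 19.4%) and 34 of 286 day 7 cells (11.9%, 8.38 to 16.2%). The setting that moved these shares most was to leave the cells unthinned, which gave 27.0%, 32.3%, 38.2% and 30.3%. At 500 UMIs they were 6.29%, 6.37%, 7.55% and 6.5%, and all 4 intervals overlapped. The Itgb2 level was 129 CPM (99.5 to 164) in sham cells, 132 (119 to 147) on day 1, 193 (171 to 217) on day 3 and 163 (140.3 to 188) on day 7. Because the sham and day 1 levels differed by less than counting error, no order is read from their shares. Many Itgb2- cells can therefore be cells that express the gene without a sampled UMI.
As a class that should lack the gene, endothelial-like cells had a thinned share of 0 of 3643 sham cells (upper limit of the interval 0.101%) and of 0.0834%, 0.0652% and 0.0444% on days 1, 3 and 7. Their median depths were 3659, 2071, 2465 and 2329.5 UMIs, against 1832, 2649, 2337 and 1997 UMIs in microglia-like cells. Over all 4 libraries, the thinned share was 25.8% in neutrophil-like cells, 19.9% in T or NK-like cells, 14.3% in border macrophage-like cells and 11.8% in microglia-like cells, and their Itgb2 levels were 261, 144, 147 and 154 CPM. The classes draw on the libraries unequally, and the order of the shares was not the same in each. On day 1 the shares were 24.6%, 5.71%, 10.2% and 11.2%, and on day 7 29.2%, 24.5%, 17.0% and 11.9%.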

Trajectory analysis showed that the Itgb2^+^ cluster was more concentrated on the upper and right side than the Itgb2^-^ cluster (**Figure 3A**). It could be seen in the trajectory of the time points that the subclusters were aggregated from the left branch to the uppermost and rightmost ones after tMCAO modeling and these changes were dynamic. These trajectory analyses indicated that Itgb2^+^ microglia may play an important role after tMCAO (**Figure 3B**). Then, the microglia were further populated into 6 microglia subclusters. We used to chord-charts clarify the further relationship between subclusters with Itgb2^+^ cluster and time points after tMCAO, respectively (**Figure 3C**). Based on the Itgb2 expression, the Itgb2^+^ was correspondent to scS_1, 3, 4, 5 microglia subclusters, while Itgb2^-^ was correspondent to scS_0 and 2 (**Figure 3D**). From the time points, the sham group corresponded to the microglia subclusters of sc_S2 and sc_S3, the day1 group corresponded to the microglia subclusters of sc_S4 and sc_S5, the day3 group corresponded to the microglia subclusters of sc_S0 and sc_S1, the day7 group corresponded to the microglia subcluster of sc_S3 (**Figure 3E**). These results suggested that the different Itgb2^+^ microglia subclusters corresponded to different time points and subclusters may have time-specific molecular functions. 

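The trajectories and the 6 subclusters of the paper were not rebuilt, and Itgb2+ and Itgb2- microglia-like cells were compared within each library at 1000 UMIs per cell, leaving out Itgb2 itself. Of 300 genes with at least 50 UMIs in the thinned cells of every library, 30 had a ratio above 1 in all 4 libraries and 29 below 1. Chance alone would put some genes on the same side in all 4 libraries, and no test was run. Ranked by the lowest of the 4 ratios, the first 10 were Ctsd, Rpl12, Npc2, Csf1r, Unc93b1, Itgb5, Mef2a, Hexa, Ctsa and Ctsb, with lowest ratios from 1.25 down to 1.10. Csf1r is also a marker used to name microglia-like clusters, Mef2a overlaps Gm44667 and Gm44668, and Rpl12 has 2 pseudogenes of its name. Ctsd (ENSMUSG00000007891, chromosome 7, 142375911 to 142388038, reverse strand) encodes a lysosomal protease, and its ratios were 1.49 (1.03 to 2.10) in the sham group and 1.25 (1.13 to 1.38), 1.85 (1.73 to 1.99) and 1.45 (1.28 to 1.64) on days 1, 3 and 7. It was the only one of these genes with every interval above 1, and the intervals of Rpl12, Mef2a and Hexa held 1 in every library. These intervals treat UMIs as independent, although the sham library had only 7 Itgb2+ cells.
The homeostatic list had Itgb2+ over Itgb2- ratios of 1.06 (0.809 to 1.37), 1.15 (1.01 to 1.30), 1.20 (1.08 to 1.34) and 1.17 (1.01 to 1.34) in the sham, day 1, day 3 and day 7 libraries, and of 1.27, 1.20, 1.18 and 1.33 unthinned. At 500 UMIs the day 3 ratio was below 1, at 0.95. The inflammatory list had ratios of 1.12 (0.865 to 1.43), 0.993 (0.921 to 1.07), 0.621 (0.544 to 0.706) and 1.20 (1.05 to 1.38). Unthinned they were 1.40, 1.53, 1.41 and 1.53, which put the day 1 and day 3 ratios above 1, as 500 UMIs did (1.05 and 1.01). For the injury-associated list the ratios were 2.00 (1.06 to 3.50), 1.03 (0.937 to 1.14), 1.32 (1.22 to 1.42) and 1.61 (1.50 to 1.72). The sham value rested on 14 UMIs in Itgb2+ cells, in a library whose level of the list was below that of endothelial-like cells. Unthinned, 0.582, 1.36, 1.44 and 3.62 were obtained, so the sham direction turned, and at 500 UMIs the day 7 ratio was 0.852. The interferon list had ratios of 0.802 (0.340 to 1.62), 0.90 (0.626 to 1.26), 0.445 (0.263 to 0.710) and 0.538 (0.296 to 0.908), and unthinned of 0.579, 1.01, 0.430 and 0.395. The split without thinning separates cells by depth. Its Itgb2+ cells had median depths of 5867, 6108, 4987 and 4547 UMIs in the 4 libraries and its Itgb2- cells 1365, 1494, 1251 and 1248. From the match between subclusters, Itgb2 status and time points, the paper proposes that the Itgb2+ subclusters have time-specific functions.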

Subsequently, these Itgb2^+^ microglia subclusters were further analyzed.

**Figure 3:**
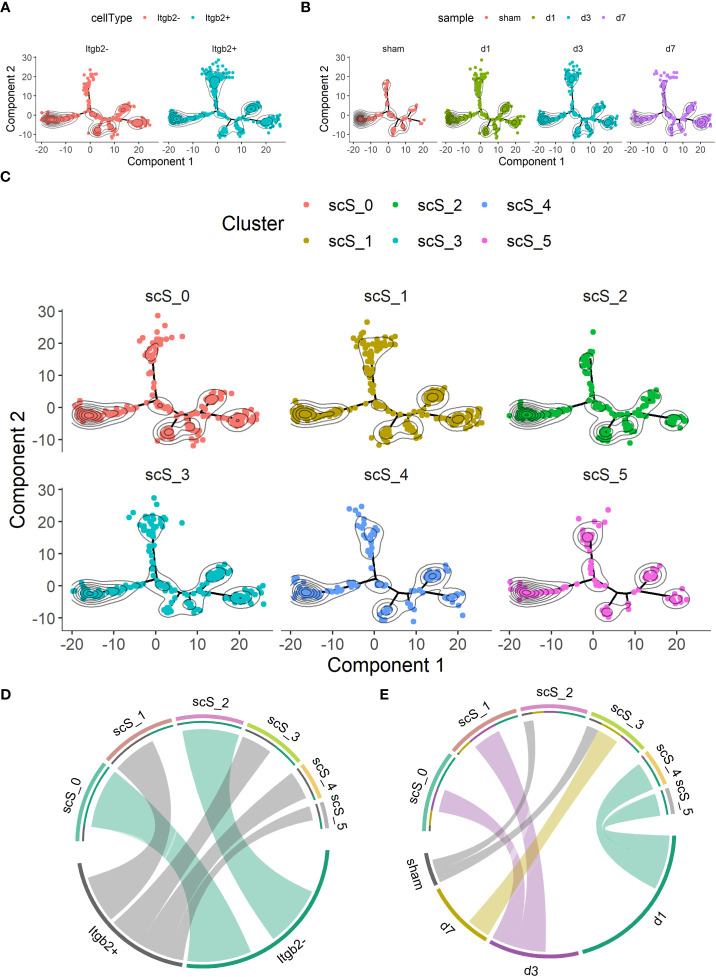
scSTAR of itgb2^+^ microglia subclusters in groups on day 1, 3 and 7 after tMCAO **(A)** Trajectory analysis of the Itgb2^+^ microglia subcluster by scSTAR. **(B)** The distribution of cells at time points on trajectory by scSTAR. **(C)** The trajectory of 6 microglia subclusters by scSTAR. **(D)** The relationship with Itgb2 expression pattern and subclusters by scSTAR after tMCAO via chord-charts. **(E)** The relationship with Itgb2 expression pattern and time points after tMCAO *via* chord-charts.

### Functional enrichment of the Itgb2+ cell cluster on day 1 after tMCAO

We next performed a functional enrichment analysis of sc_S4 and sc_S5 associated with day 1 after tMCAO by Matescape, respectively. The top 1 enriched term of the sc_S5 was “electron transport chain” (logP=-21.97891176) (**Figure 4A**). In GO/KEGG terminology, WikiPathways, Reactome Gene Sets, enriched terms such as “oxidative phosphorylation”, “ATP metabolic processes” and “respiratory electron transport” were identified (**Supplementary Table 1**). These results indicated that sc_S5 might play an important role in energy metabolism during day 1 after tMCAO. 

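The 22 genes of the paper's electron transport chain term, all of which the study picked from these libraries, summed to 3976 CPM in sham microglia-like cells and to 11383, 6052 and 4543 CPM on days 1, 3 and 7. The ratios to sham were 2.86 (2.74 to 3.00), 1.52 (1.45 to 1.60) and 1.14 (1.09 to 1.20). Their median log2 ratio was 1.44 on day 1, at percentile 100 of the random lists, 0.58 on day 3 and 0.19 on day 7 (percentile 95.4). Other classes of the day 1 library also had higher levels of the list than in the sham library. Endothelial-like cells went from 7689 to 11049.9 CPM and border macrophage-like cells from 6609 to 11681 CPM.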

To clarify the specific genes involved in energy metabolism, we applied a PPI network and MCODE components to identify the DEGs in sc_S5. The three best-scoring terms by p-value are shown in the table to the right of the corresponding network diagram in **Figure 4B**. The top 2 of the three best-scoring terms were “Electron transport chain” and “Oxidative phosphorylation”, which further supported our speculation. The following MCODE analysis screened out three groups of genes involved in a network of protein-protein interactions related to energy metabolism. The three best-scoring terms by p-value for functional descriptions and the corresponding specific genes in the MCODE group are shown in **Figures 4C–E**. 

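Between Itgb2+ and Itgb2- microglia-like cells at 1000 UMIs, the ratio of the electron transport chain genes was 0.676 (0.397 to 1.08) in the sham library, 0.984 (0.905 to 1.07) on day 1, 1.03 (0.899 to 1.17) on day 3 and 0.927 (0.777 to 1.10) on day 7. All 4 intervals held 1, so that no difference was detectable at this depth. Without thinning, where Itgb2+ cells were the deeper ones, the ratios were 0.823 (0.752 to 0.901), 0.943 (0.921 to 0.965), 0.905 (0.867 to 0.945) and 0.882 (0.835 to 0.932), all below 1. On day 1 the Itgb2+ cells contributed 644 UMIs of the list and the Itgb2- cells 5208.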

The above results suggested that the Itgb2^+^ sc_S5 microglia subcluster may closely relate to energy metabolism on the first day after tMCAO.

**Figure 4:**
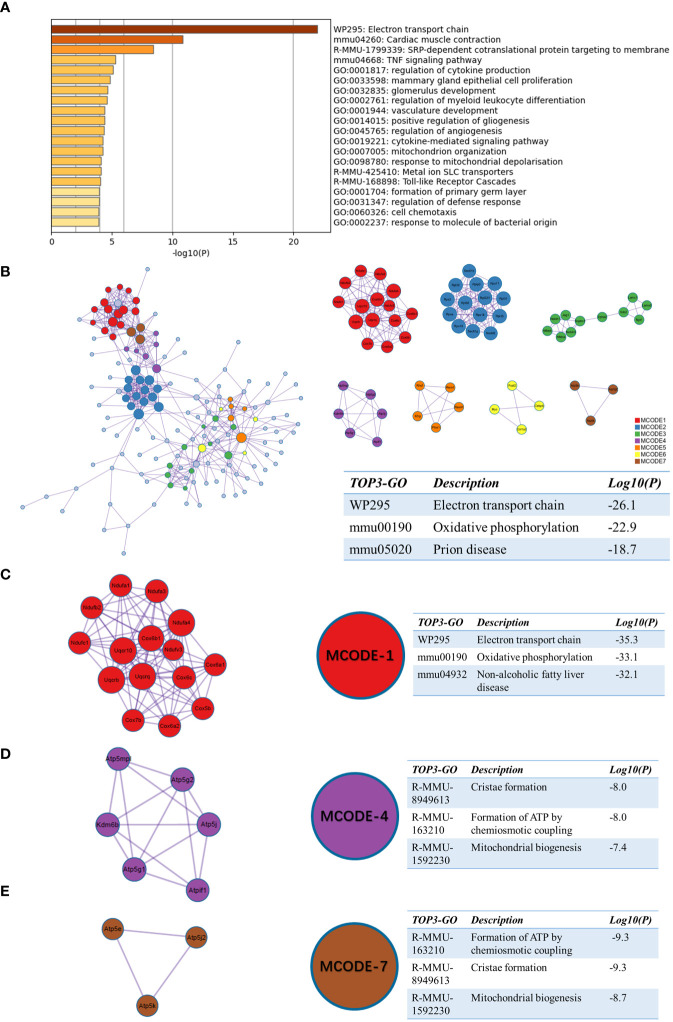
Functional enrichment of the sc_S5 on day 1 after tMCAO. **(A)** The top 20 enriched terms of the sc_S5 on day 1 by Metascape, colored by p-values. **(B)** Protein-protein interaction network and all MCODE components identified of the sc_S5 on day 1. **(C–E)** Representative MCODEs with correlation to enrichment analysis of the sc_S5.

We also performed enrichment analysis on sc_S4 by Matescape. Unlike sc_S5, the functions of sc_S4 are more enriched in “Cell Cycle, Mitotic”, “Synthesis of DNA” and “mRNA metabolic process” (**Figure 5A**). The three best-scoring terms by the p-value of the PPI network were “Cell Cycle, Mitotic”, “Cell Cycle” and “DNA metabolic process” (**Figure 5B**). In the MCODE analysis, the three highest scoring terms in the MODE-1 group included “Integrin-mediated cell adhesion” suggesting the important role of Itgb2 as one of the subunits of the integrin family in DNA and RNA synthesis (**Figure 5C**). The three best-scoring terms in the MODE-2 group all involved mitochondrial translation and gene expression (**Figure 5D**) and these corresponded to the functions in sc_S5. 

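A list of 97 cell cycle genes, the S and G2/M phase genes supplied with Seurat, summed to 1484 CPM in sham microglia-like cells, and its ratio to sham was 2.70 (2.51 to 2.92) on day 1, 1.19 (1.10 to 1.30) on day 3 and 1.16 (1.06 to 1.26) on day 7. Only 31 of these genes passed the expression limit for the comparison with random lists, and their median log2 ratio on day 1 was 1.14 (percentile 100). The list's ratio between Itgb2+ and Itgb2- cells was 1.20 (0.624 to 2.10) in the sham library, 0.927 (0.801 to 1.07) on day 1, 1.26 (1.00 to 1.57) on day 3 and 0.832 (0.608 to 1.12) on day 7. Unthinned, it was 0.929, 1.01, 0.989 and 0.878, which put the sham, day 1 and day 3 ratios on the other side of 1. At 500 UMIs it was 0.746 (0.237 to 1.80), 0.708 (0.543 to 0.908), 1.07 (0.698 to 1.57) and 0.532 (0.281 to 0.922). There the sham ratio was below 1, and the day 1 and day 7 intervals lay below 1. Splicing genes were not analysed here.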

The sc_S4 of Itgb2^+^ cells were mainly involved in the cell cycle and RNA splicing process, which we inferred was inextricably related to the proliferation and differentiation of inflammatory cells and the various types of cells performing their functions in the early phase of ischemic stroke.

**Figure 5:**
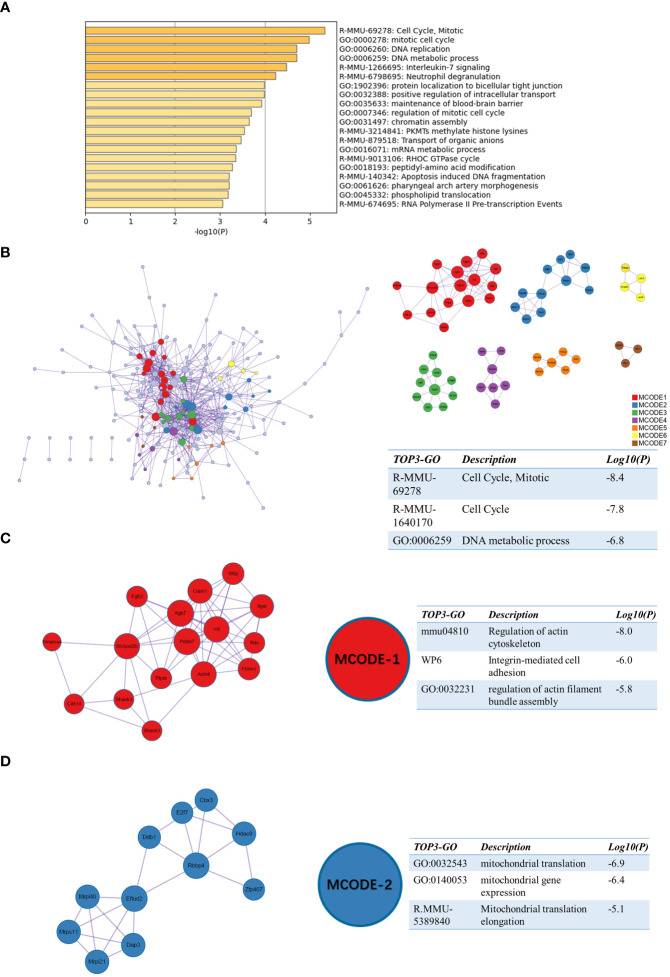
Functional enrichment of the sc_S4 on day 1 after tMCAO. **(A)** The top 20 enriched terms of the sc_S4 on day 1 by Metascape, colored by p-values. **(B)** Protein-protein interaction network and all MCODE components identified of the sc_S4 on day 1. **(C, D)** Representative MCODEs with correlation to enrichment analysis of the sc_S4.

### The sc_S1 on day 3 after tMCAO involved in angiogenesis

Similarly, we performed enrichment analysis by Metascape for sc_S1 of day 3 after tMCAO. The top 3 enriched terms were “vasculature development”, “regulation of angiogenesis” and “circulatory system process” (**Figure 6A**). The three best-scoring terms by the p-value of the PPI network were “vasculature development”, “blood vessel development” and “blood vessel morphogenesis” (**Figure 6B**). In the analysis of MCODE, we identified two clusters associated with angiogenesis, respectively, MCODE-1 and MCODE-5. The top 3 enriched terms of MCODE-1 were “Notch signaling pathway (GO:0007219)”, “Notch signaling pathway(mmu04330)” and “Delta-Notch signaling pathway” (**Figure 6C**). The notch signaling pathway is involved in vascular regeneration in the previous studies (19), and also in models of ischemic brain injury (20, 21). The genes involved in MCODE-5 were mainly enriched in “vascular process in circulatory system”, “circulatory system process” and “regulation of angiogenesis”(**Figure 6D**). These enrichment results suggested that the Itgb2^+^ sc_S3 microglia subcluster was involved in the angiogenesis.

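A list of 12 genes of endothelial cells and vessel growth, fixed with Kdr, Notch1 and Cxcl12 among them, was followed in the microglia-like class. 4 of its genes are also markers used to name endothelial-like clusters. The list stood at 3861 CPM in sham microglia-like cells and at 0.626 (0.594 to 0.659), 0.848 (0.804 to 0.895) and 1.17 (1.11 to 1.23) times that on days 1, 3 and 7. Without integration, the sham level was lower, at 2601 CPM, and the ratios of the 3 days were all above 1, at 1.20, 1.30 and 1.61. With the oligodendrocyte-like level subtracted, the ratios of the 3 days were 0.428, 0.759 and 1.01. In the endothelial-like cells themselves the list had 31532 CPM in the sham library and 34564 CPM on day 3, and in oligodendrocyte-like cells, which should lack it, 249 and 534 CPM. A microglia-like cell held 11.0 UMIs of the list on day 3 on average, against a median of 11.5 over the other classes outside the vessel wall.
Between Itgb2+ and Itgb2- cells, the ratio of the list was 0.0574 (0.00694 to 0.208) in the sham library, 0.647 (0.546 to 0.761) on day 1, 0.201 (0.148 to 0.268) on day 3 and 0.308 (0.241 to 0.387) on day 7, the sham value resting on 2 UMIs in Itgb2+ cells. Without thinning the ratios were 0.173, 0.245, 0.208 and 0.178. At a fixed depth, endothelial RNA in a droplet leaves fewer UMIs for Itgb2, whose thinned share in endothelial-like cells was at most 0.0834%. Doublets or free RNA can therefore lower this ratio without a difference between microglia. Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458, reverse strand) was at 53.6 CPM in sham microglia-like cells, with a ratio to sham of 0.694 (0.429 to 1.15) on day 3, and at 265 CPM in endothelial-like cells of day 3. Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663, reverse strand) was at 57.5 CPM, with a day 3 ratio of 0.695 (0.437 to 1.13). Notch3 (ENSMUSG00000038146, chromosome 17, 32120820 to 32166852, reverse strand) had 2 UMIs in sham and 12 in day 3 microglia-like cells, a ratio of 2.12 whose interval ran from 0.472 to 19.5. From the enriched terms, the paper proposes that this subcluster is involved in angiogenesis.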

**Figure 6:**
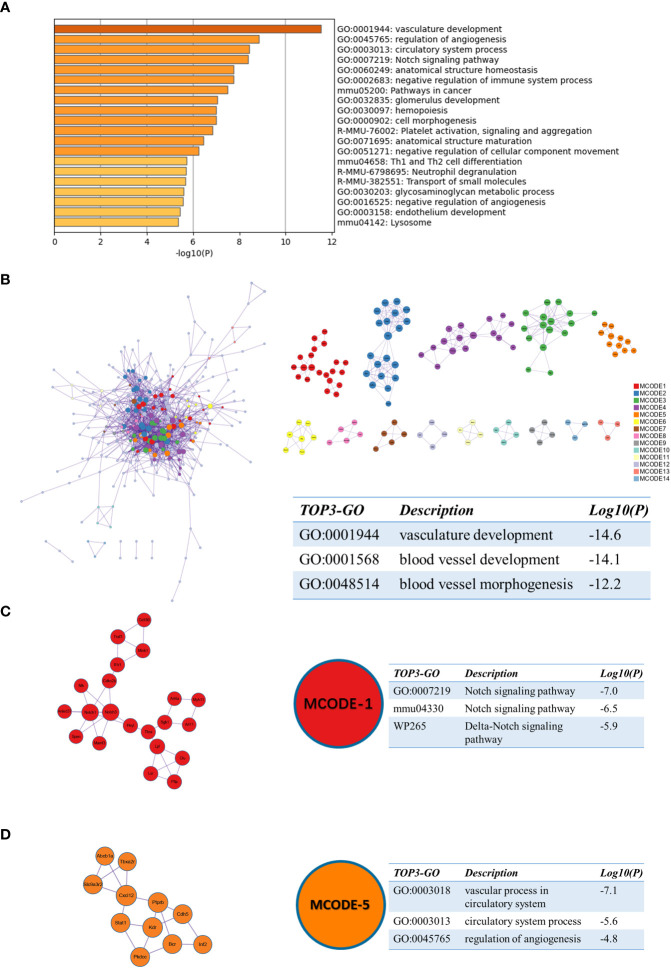
Functional enrichment of the sc_S1 on day 3 after tMCAO. **(A)** The top 20 enriched terms of the sc_S1 on day 3 by Metascape, colored by p-values. **(B)** Protein-protein interaction network and all MCODE components identified of the sc_S1 on day 3. **(C, D)** Representative MCODEs with correlation to enrichment analysis of the sc_S1.

### Neurological recovery as the main role of the sc_S3 on day 7 after tMCAO

For sc_S3, we performed the same enrichment analysis as the previous one. Among the enriched terms, the representative terms were “myelination”, “protein localization to axon” and “neuron projection development” (**Figure 7A**). This suggested that the cells of sc_S3 might have a neurological recovery function. The PPI network enriched terms like “myelination”, “ensheathment of neurons” and “axon ensheathment” (**Figure 7B**). In the MCODE analysis, the regulation of actin cytoskeleton was involved in both MCODE-1 and 4, a function that was closely related to the neurological recovery and “myelination” that was previously enriched (**Figures 7C, E**). The terms enriched to “Glutamatergic synapse”, “positive regulation of ion transmembrane transporter activity” and “positive regulation of transporter activity” in MCODE-3 are then directly related to synaptic function (**Figure 7D**). In summary, these results indicated that Itgb2^+^ sc_S3 might primarily be responsible for synaptic myelin formation, which might be an important cluster for neurological recovery after ischemic brain injury.

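A list of 10 myelin genes, 5 of which are also markers used to name oligodendrocyte-like clusters, stood at 756, 593, 284 and 909 CPM in microglia-like cells of the sham, day 1, day 3 and day 7 libraries. Endothelial-like cells, which should lack the list, had 1172, 1064, 985 and 1249.9 CPM in the same order. The level in microglia-like cells was therefore not above background in any library, and no ratio to sham is given. Oligodendrocyte-like cells had 66195 CPM on day 7. A day 7 microglia-like cell held 2.63 UMIs of the list on average, or 0.731% of the number in an oligodendrocyte-like cell. Itgb2+ over Itgb2- cells gave a ratio of 0.884 (0.280 to 2.14) in the sham library, 1.04 (0.689 to 1.51) on day 1, 0.635 (0.280 to 1.27) on day 3 and 0.610 (0.409 to 0.881) on day 7. Unthinned, the 4 ratios were 0.554, 0.325, 0.525 and 0.531. At 500 UMIs they were 2.28 (1.17 to 4.12), 0.308 (0.0831 to 0.802), 0.792 (0.283 to 1.79) and 0.682 (0.368 to 1.16), so that the sham ratio was above 1, the day 1 ratio below it and the day 7 interval held 1. As the list was not above background, no direction is read from these ratios. Synaptic genes were not analysed here.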

**Figure 7:**
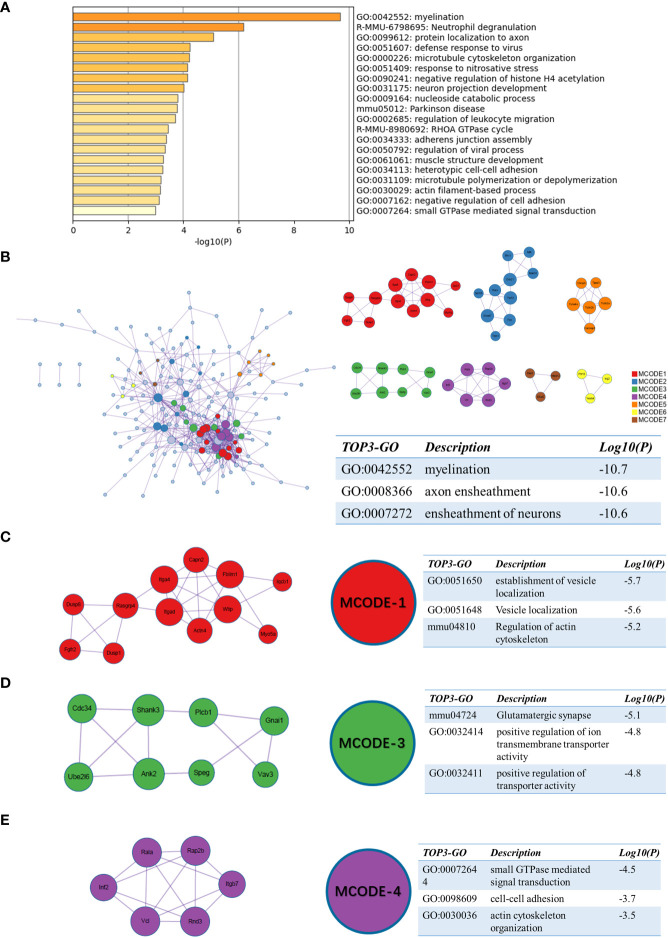
Functional enrichment of the sc_S3 on day 7 after tMCAO. **(A)** The top 20 enriched terms of the sc_S3 on day 7 by Metascape, colored by p-values. **(B)** Protein-protein interaction network and all MCODE components identified of the sc_S3 on day 7. **(C–E)** Representative MCODEs with correlation to enrichment analysis of the sc_S3.

### Functions of Itgb2 in various microglia subclusters

To understand the association between Itgb2 and the genes in the representative MCODE of sc_S1, sc_S3, sc_S4, and sc_S5, we grouped Itgb2 and genes in the representative MCODE to perform KEGG analysis, respectively. The following 10 KEGG pathways (**Figure 8**) were screened, which were based on the frequency of KEGG repeats enriched in each cluster. The aim was to allow us to observe and study how Itgb2 works with differential genes in each cluster to function correspondingly at different time points. For example, in “Leishmaniasis” and “Leukocyte Transendothelial Migration”, Itgb2 acted on NADPH oxidase through phagocytosis and calcium signaling pathways, leading to an impaired oxidative burst. This suggested a possible molecular mechanism for the involvement of Itgb2 in the oxidative phosphorylation process of sc_S5 day 1. Similarly, in KEGG of “ Rheumatoid Arthritis”, we found that although Itgb2 and Cxcl12 do not act directly, they can cooperate in the activation of immune cells and VEGF signaling pathway to promote the inflammatory cells migration and angiogenesis. This result was consistent with our enrichment function for sc_S1 on day 3, suggesting one of the ways in which ITGB2 was involved in regulating angiogenesis. 

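Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367, forward strand) was at 401 CPM in sham microglia-like cells and at 145, 242 and 627 CPM on days 1, 3 and 7, a day 3 ratio to sham of 0.604 (0.506 to 0.722). Endothelial-like cells had 2406, 1069, 1706 and 3238 CPM in the same order, lowest on day 1 and highest on day 7 in both classes. At 1000 UMIs per cell, Itgb2+ cells of day 3 held 5 Cxcl12 UMIs and Itgb2- cells 117, a ratio per UMI of 0.244 (0.0779 to 0.587). Cxcl12 is in the endothelial list, so doublets or free RNA can lower this ratio too.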

The “Regulation of Actin Cytoskeleton” enriched in sc_S3 was also enriched in KEGG of Itgb2, clearly describing the role of Itgb2 as a membrane protein in this pathway. 

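The integrin and actin list of 8 genes (Itgam, Itgal, Itgb1, Itga4, Vcl, Actn4, Actb and Cfl1) stood at 10249 CPM in sham microglia-like cells, and its ratio to sham was 1.76 (1.71 to 1.81) on day 1, 1.22 (1.18 to 1.26) on day 3 and 0.831 (0.804 to 0.860) on day 7. The median log2 ratio of its 5 genes above the expression limit lay at percentile 48.3, 75.8 and 66.8 of the random lists on the 3 days. In Itgb2+ relative to Itgb2- cells the list was at 1.35 (1.07 to 1.69) in the sham library, 0.952 (0.889 to 1.02) on day 1, 0.954 (0.868 to 1.05) on day 3 and 1.06 (0.936 to 1.20) on day 7. In the sham library the median log2 ratio of 4 of its genes was -0.887 (percentile 4.22), opposite in direction to the sum. Unthinned values were 1.38, 0.968, 0.956 and 1.04. At 500 UMIs the 4 ratios were 0.904 (0.643 to 1.24), 0.751 (0.663 to 0.847), 0.655 (0.545 to 0.782) and 0.925 (0.751 to 1.13), so that the day 1 and day 3 intervals lay below 1. Itgb1 (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200, forward strand) was at 238 CPM in sham and 250.1 CPM in day 7 microglia-like cells, a ratio of 1.05 (0.846 to 1.31).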

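Over the 4 libraries, the endothelial list was lower in Itgb2+ than in Itgb2- microglia-like cells in each, with 4 intervals below 1, and the homeostatic and injury-associated lists were higher in each, both with 3 intervals above 1. For the injury-associated list this counts the sham ratio, which rests on 14 UMIs in Itgb2+ cells, in a library whose level was below that of endothelial-like cells. The interferon list was lower in each, with 2 intervals below 1. Endothelial RNA in a droplet leaves fewer of its 1000 UMIs for Itgb2. Doublets or free RNA can therefore give the lower endothelial list without a difference between microglia. The same holds for the lower interferon list, which is high in endothelial-like cells, and for higher lists of microglial genes. The injury-associated ratio turned below 1 at 500 UMIs on days 1 and 7 (0.967 and 0.852) and unthinned in the sham library (0.582). Its day 7 intervals at 1000 and 500 UMIs, 1.50 to 1.72 and 0.739 to 0.978, lay on opposite sides of 1. The intervals therefore do not cover the full uncertainty of these ratios. The median log2 ratio of the homeostatic genes lay at percentile 24.2, 93.0, 85.0 and 75.9 of random lists in the sham, day 1, day 3 and day 7 libraries, so none stood out, and that of the injury-associated genes at 3.15, 95.9 and 43.2 on the 3 days. Without integration the homeostatic sham ratio was 0.997, and at 500 UMIs the day 3 ratio was 0.95. The unthinned interferon ratio of day 1 was 1.01. The electron transport chain list was higher in 1 of 4 libraries, the cell cycle list in 2, the integrin and actin list in 2 and the myelin list in 1.

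**Figure D2:**
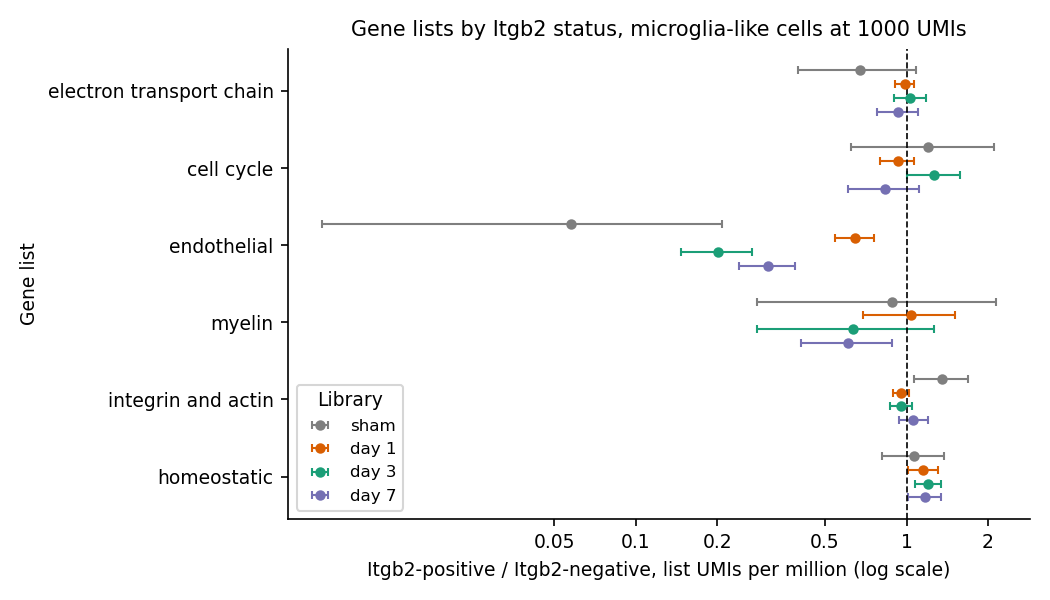
Ratio of each list's CPM in Itgb2+ over Itgb2- microglia-like cells at 1000 UMIs per cell (log axis), for 6 lists in the sham, day 1, day 3 and day 7 libraries, with exact 95% intervals for counting error and a dashed line at 1. The endothelial points all lie below the line, from 0.0574 (sham) to 0.647 (day 1), which endothelial RNA in droplets can also give.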

Taken together, we found that Itgb2 function was related to energy metabolism, angiogenesis and cytoskeleton regulation on 1, 3 and 7 days after tMCAO, respectively.

**Figure 8:**
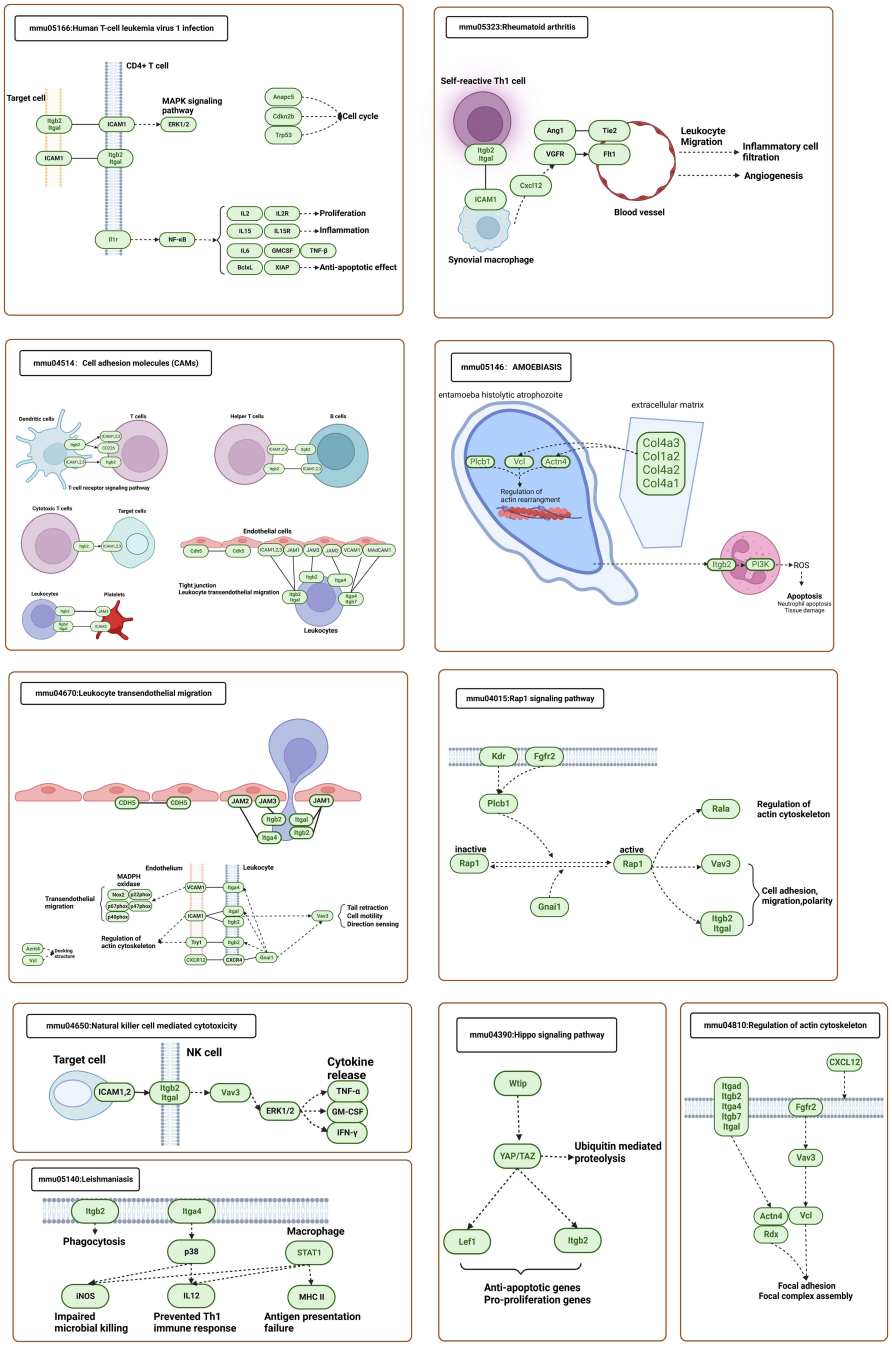
KEGG analysis of the representative MCODEs together with Itgb2 in sc_S1,3,4,5.

## Discussion

In this study, we provided a source of a single-cell RNA dataset of cerebral ischemic reperfusion injury at different stages. 

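Over the 16 named classes, the share of each library's cells was compared with the sham library in percentage points and as a ratio. On day 1, oligodendrocyte-like cells rose by 7.24 points, neuron-like cells by 3.06 and microglia-like cells by 2.82, the 3rd largest rise, while endothelial-like cells fell by 7.63 points. By ratio, microglia-like cells ranked number 6 on day 1, at 2.34 (1.97 to 2.80), and ependymal-like cells had the highest ratio, 3.39 (2.26 to 5.26). On each of the days, the interval of every class ranked above microglia-like cells by ratio overlapped theirs. The neuron-like and oligodendrocyte progenitor-like clusters came mostly from the day 1 library. On day 3, microglia-like cells had the largest rise in points (2.42, against 2.40 for pericyte-like cells) and ranked number 3 by ratio, at 2.15 (1.79 to 2.60). On day 7, vascular smooth muscle-like cells rose by 2.70 points and microglia-like cells by 0.746, the latter number 2 by ratio at 1.35 (1.12 to 1.64). Of the rise of vascular smooth muscle-like cells, 1.95 points came from the 1 cluster that was mostly of day 7 and rich in called doublets, and the rest of the class rose by about as many points as microglia-like cells. The endothelial-like share leaves out the shallow unnamed cluster, in which all 4 endothelial markers were detected and whose own share was lower on each day than in the sham library. The place of endothelial-like cells on days 3 and 7, and with it the rank of microglia-like cells by points on day 7, therefore depends on that choice and is not given. Shares add up to the whole library, so a rise of 1 class lowers the others.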

Our results found that the microglia were the most evident increased cell population. We analyzed the cellular interactions between microglia-immune cells and immune cells-neuron. In the analysis of microglia-immune cells receptor-ligand pairs, we found that microglia are major in triggering the immune response after tMCAO modeling. In the analysis of immune cells-neuron, the number of receptor-ligand pairs was largest in microglia-neuron than in the rest of the immune cells. The existence of different functions was found in the conventional microglia subclusters. Further dynamic analysis of microglia by scSTAR showed that the majority of increased microglia distributed in the right upper branches of the trajectory map at 1, 3, and 7 days after tMCAO, compared with the sham group, which microglia is relatively distributed in the branches of trajectory map. Based on our previous transcriptomic and proteomic results, Then, 44 differential expressed genes both in our previous transcriptomic and proteomic results were analyzed through Network Analyzer and Itgb2, the most important gene in topological features of biological function, was selected for further scSTAR analysis. Our further analysis found that the Itgb2^+^ microglia subcluster was mainly related to energetic metabolism and cell cycle, angiogenesis, and participated in neuronal myelination and repair at 1, 3 and 7 days after tMCAO, respectively. Our results suggested that Itgb2^+^ microglia act as a versatile immunoregulating subcluster during the different pathophysiological processes of cerebral ischemic reperfusion injury, which still needs further study to investigate the potential mechanism.

In the current study, we depicted single-cell transcriptional profiles of brain cells at different stages after cerebral ischemic reperfusion injury. The activation of brain-resident immune cells and recruitment of peripheral immune cells at different time points represented the neuroinflammation after cerebral ischemia, which was consistent with previous studies (22). 

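Among the immune classes besides microglia-like cells, neutrophil-like cells made up 0.198%, 0.478%, 0.608% and 0.185% of the sham, day 1, day 3 and day 7 libraries. Relative to sham their ratio was 2.41 (1.36 to 4.56) on day 1, 3.06 (1.71 to 5.83) on day 3 and 0.933 (0.476 to 1.90) on day 7. T or NK-like cells made up 0.344%, 0.277%, 0.544% and 0.769%, and the ratio was 0.805 (0.474 to 1.38), 1.58 (0.968 to 2.64) and 2.24 (1.45 to 3.58). B-like cells, 14, 11, 13 and 29 in number, had ratio intervals that held 1 on every day, as had border macrophage-like cells at 0.873%, 1.02%, 0.682% and 0.676%. Monocyte-like cells were not separated from other classes here.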

Consistent with previous studies (7, 8), we showed a temporal composition of inflammatory cells after tMCAO, with an increase in the percentage of microglia, monocytes, NK cells and lymphocytes. Specifically, an increased number of microglia and infiltrating immune cells predominated after tMCAO. In our results, the percentage of microglia was the highest increased inflammatory or immune cell population, which was consistent with Guo’s results (8), and microglia have shown polarization and differentiation in two different progression trajectories at 24 hours after MCAO. Many previous studies have reported differently activated microglia. M1 or M2 microglia which normally play a proinflammatory or reparative effect respectively could produce complex immunomodulation in cerebral ischemic-reperfusion injury (23). However, previous studies also indicate that two subclusters of microglia are too crude to exhibit the versatile roles of microglia in cerebral stroke. The advent of single-cell technology provides clear evidence that microglia in the living brain do not polarize into either of these two categories and typically express both M1 and M2 markers. Current subclusters for microglia are described using as many layers of complexity as possible before reaching a consensus and always placing them in a species and spatio-temporal context, by using the term “state” for the description of microglia (24). In our results, subclusters were defined by the function of the clusters at different time points. More recently, two groups reported distinct subclusters of microglia based on the tMCAO mice model.

Compare with their analytic strategy, which both adopted traditional single-cell sequence analysis methods, we selected scSTAR (12) to further unveil the different effects of microglia, which take advantage of the dynamic variation of genes to reflect the capricious pathophysiological process during cerebral reperfusion injury. In conventional scRNA-seq analysis strategies, the variations of interest may be masked by interferences e.g., cell type/subtype heterogeneities may be strong sources of interferences for the variations associated with specific gene function dynamics. scSTAR is designed to extract the variations of interest no matter their amplitudes, which is implemented by constructing real-virtual cell pairs. As a supervised algorithm, scSTAR enables us to precisely target specific gene function dynamics during the cause of tMCAO at 1, 3, 7 days and sham. Based on scSTAR analysis, we found the molecular dynamics of microglia subclusters that changed at different time points in the tMCAO group compared to the sham group and explored the specific functions of Itgb2^+^ microglia clusters at different time points. Dynamic analysis by microglia showed that the trajectory after tMCAO was significantly different from that of the sham group. In the trajectory analysis, we showed that the microglia showed a process of aggregation to the left branch and then reverting to the sham group expression trend. This suggested that we might have a distinct cluster of cells functioning in the early pathogenesis and recovery period. In the trajectory analysis we showed that the microglia exhibited a process of aggregation to the left branch first and then reversion to sham group expression. Compared with previous studies, our results showed a more comprehensive view to understand the variation of microglia at different stages, which may facilitate understanding the biological function of microglia during different phases of stroke. Then, according to our previous omics data from the tMCAO mice model, we found that Itgb2 might play an important role in cerebral ischemia. Itgb2, a member of the integrin family, is involved in the activation of microglia after hypoxia-ischemia in the mouse brain, and Itgb2 receptor blockade or knockout decreased hypoxia-ischemia injury in the first 12 hours (25). Our scSTAR analysis results showed that the different subclusters of Itgb2^+^ microglia may perform different functions on 1,3 and 7 days after tMCAO.

At 1 day after tMCAO, our enrichment analysis and MCODE analysis of sc_S4 and sc_S5 cells representing Itgb2^+^ on day 1 after tMCAO showed that Itgb2^+^ microglia clusters representing the early stroke phase were undergoing rapid proliferation and differentiation (26, 27), and intense energy metabolism (28). These alterations caused early inflammatory activation with microglia and exacerbated the immune response and led to secondary neuronal damage (26, 28, 29). To clarify the function of Itgb2 in MCODE analysis of sc_S4 and sc_S5, we performed KEGG analysis of Itgb2 together with the proteins in PPI of MCODE. In KEGG, we found that Itgb2 was involved in the oxidative phosphorylation process. The involvement of Itgb2 in promoting cancer cell proliferation in cancer by mediating the oxidation of NADH in the mitochondrial oxidative phosphorylation system has also been demonstrated in existing studies (30). And the genes (Ndufb2, Ndufa1, Ndufa3, Ndufc1, and Ndufv3) that we enriched in the MCODE-1 of sc_S5 were all from ubiquinone oxidoreductase subunits. 

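Of these subunit genes, Ndufb2 (ENSMUSG00000002416, chromosome 6, 39592574 to 39603382, forward strand) was at 73.4 CPM in sham and 192 CPM in day 1 microglia-like cells, a ratio of 2.62 (1.87 to 3.76). It overlaps Gm42420 on the same strand, so its counts are uncertain. Ndufa1 (ENSMUSG00000016427, chromosome X, 37187588 to 37191163, reverse strand) had a day 1 ratio of 2.68 (2.04 to 3.60), Ndufa3 (ENSMUSG00000035674, chromosome 7, 3617373 to 3620327, forward strand) of 2.21 (1.72 to 2.86), Ndufc1 (ENSMUSG00000037152, chromosome 3, 51404677 to 51408988, reverse strand) of 2.96 (2.22 to 4.04) and Ndufv3 (ENSMUSG00000024038, chromosome 17, 31520115 to 31531331, forward strand) of 2.86 (2.15 to 3.89). In endothelial-like cells of the day 1 library, the levels of the 5 genes ran from 220.5 CPM for Ndufc1 to 317 CPM for Ndufa3, so that none is specific to microglia-like cells. At 1000 UMIs per cell, the day 1 ratio of Itgb2+ over Itgb2- cells ran from 0.684 (0.287 to 1.41) for Ndufb2 to 1.33 (0.782 to 2.14) for Ndufc1, and every interval held 1.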

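Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817, forward strand), which encodes a ligand of the integrin that holds the Itgb2 subunit, was at 397, 369, 222 and 383 CPM in microglia-like cells of the sham, day 1, day 3 and day 7 libraries. Its ratio to sham was 0.931 (0.798 to 1.09) on day 1 and 0.558 (0.466 to 0.670) on day 3. In endothelial-like cells the gene was at 55.2, 109, 161 and 108 CPM in the same order, higher on each day than in the sham library. Itgb2+ microglia-like cells of day 1 held 20 Icam1 UMIs at 1000 UMIs per cell, a ratio of 1.01 (0.603 to 1.62) to Itgb2- cells.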

Microglia of Itgb2 were enriched on “Leukocyte Transendothelial Migration” and “Cell Adhesion Molecules” ITGB2/IACM-1 interaction can be seen in KEGG. Intercellular cell adhesion molecule 1 (ICAM-1), as a ligand for ITGB2, is upregulated in endothelial cells in response to muscle ischemia (31). These demonstrated that the genes we found through MCODE were involved in early mitochondrial energy metabolism. It provided a direction for the following research on molecular targets.

Blood-brain barrier (BBB) dysfunction begins with an ischemic episode and worsens with persistent hypoperfusion. Improving early BBB dysfunction can provide substantial protection and improve long-term functional outcomes (32, 33). Recent studies have also demonstrated the role of microglia in vascular repair after injury. Two mechanisms proposed being through mechanical stretching and P2RY12 signaling (34). As Itgb2^+^ sc_S1 on postoperative day 3, the enrichment function mainly reflected vascular regeneration and blood-brain barrier repair. In the MCODE analysis, MCODE-1 was enriched in the Notch signaling pathway, and the existing studies show that downregulation of the Notch signaling pathway inhibits apoptosis of endothelial progenitor cells in mice with ischemic stroke (35, 36). Kdr in MCODE-5 drives meningeal vascular regeneration during head injury (37). In KEGG analysis of Itgb2 together with the proteins in PPI of MCODE, it was demonstrated that endothelial progenitor cell transplantation can promote neovascularization in ischemic tissues through ITGB2/IACM-1 interaction (31, 38). And we speculated this might regulate the neovascularization process in endothelial cells. M2 microglia can protect the CNS, possibly by secreting exosomes that promote angiogenesis (39). We speculated that the microglia of Itgb2 may regulate the neovascularization process in endothelial cells. Therefore, we revealed the gene regulatory network activities of Itgb2^+^ sc_S1, which may involve in hematopoietic reconstitution and damaged blood-brain barrier repair on day 3.

Intracellularly, integrins were linked to the actin cytoskeleton and signaling systems. Integrins regulate synapse formation and maturation, in concert with glial signals, regulate postsynaptic strength by controlling neurotransmitter receptor dynamics and alter dendritic spine shape by triggering actin remodeling (40). It has been reported that Itgb1, which is also in the integrin family, promotes oligodendrocyte regeneration and myelin regeneration in the chronic phase of stroke by affecting the phenotype of microglia (10). Similarly in our functional enrichment and MCODE analyses, Itgb2^+^ sc_S3 microglia enriched to myelin and axon ensheathment regeneration for the chronic phase (7 day after tMCAO), which managed neural repair and functional recovery. The three major enriched MCODEs of differential gene networks were also associated with synaptic and cytoskeletal proteins. The results of KEGG and MCODE analysis were consistent, both associated with the “Regulation of Actin Cytoskeleton” that regulate myelination and axon ensheathment thereby participating in later neural repair. All the above results suggested that different Itgb2^+^ clusters played corresponding effects in different stages of stroke and provided a direction for exploration in our next work.

In conclusion, our study maps a dynamic global single-cell RNA sequencing of brain cells after cerebral ischemic reperfusion injury, broadening our understanding of the heterogeneity of brain cells and the unique gene expression patterns of cell types in cerebral stroke. Furthermore, we also identified Itgb2^+^ microglia, a versatile microglia subcluster, which may participate in different microglia functions at different stages. However, these in silico putative results still need further study to investigate the related molecules, pathways and the specific microglia subcluster.

## Data availability statement

The raw and processed data from single-cell sequencing in this study have been deposited with the Gene Expression Omnibus under accession number GSE227651.

## Ethics statement

The animal study was reviewed and approved by Southern Medical University Administrative Panel on Laboratory Animal Care.

## Author contributions

FZ: Conceptualization; Formal Analysis; Investigation; Methodology; Writing - original draft. JC: Conceptualization; Formal Analysis; Investigation; Methodology; Writing - original draft. ZH: Conceptualization; Formal Analysis; Investigation; Methodology; Writing - original draft. YL: Formal Analysis; Investigation; Methodology. JH: Formal Analysis; Investigation; Methodology. ZQ: Supervision; Funding acquisition; Project administration. XZ: Supervision; Instructing and designing the analysis procedure; Funding acquisition. TT: Supervision; Funding acquisition; Project administration; Writing—review and editing. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

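Single-cell RNA-seq was made by the authors from the brains of mice with sham surgery and of mice 1, 3 and 7 days after tMCAO, with 1 library per group and 4 in all. The authors deposited UMI counts per gene and cell, produced by Cell Ranger 4.0.0 according to the headers, and filtered to called cells. The paper's methods name another Cell Ranger version and a human reference build, but the gene identifiers were mouse identifiers, and coordinates were taken from the GENCODE vM21 annotation of GRCm38. No normalization had been applied to the deposited counts. CPM, percents, ratios and log2 ratios were all computed here from the deposited counts. The bulk RNA-seq, proteomic and behavioural experiments of the paper were not analysed here.

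Depth before filtering, from 69392755 to 104023002 UMIs per library, sets the precision of the summed levels, whereas the number of microglia-like cells, 159 in the sham library, sets that of the shares. Sums of UMIs were given exact Poisson intervals, ratios of sums exact conditional intervals and shares of cells exact binomial (Clopper-Pearson) intervals at 95%. These leave out the spread between mice, and those of sums and ratios of UMIs also leave out the spread between cells. No p-value is given.

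Cells with 200 to 3000 genes and at most 10% mitochondrial UMIs were kept, and genes found in at least 3 cells entered the clustering. With R 4.3.3, Seurat 5.3.0 and SeuratObject 5.2.0, the libraries were log-normalized, 2000 variable genes were chosen, canonical correlation integration was run with 30 dimensions, and the cells were clustered at resolution 1 on 30 principal components. A cluster took the name of a class when at least 3 of its markers were each detected in at least 10% of the cells and its 10 leading genes by fold (computed with 5 CPM added) did not speak for another class. A cluster with a median depth below 1/3 of that of the libraries its cells came from stayed unnamed unless a marker was among the leading genes. The markers of the 18 classes were fixed in advance. The rule that turns them into names went through 4 versions while a table of clusters made without integration was viewed, and its last form leaves 1 cluster unnamed that an earlier form named. Classes with under 50 cells in a library stayed out of comparisons of gene and list levels between the classes of a library. The ranking of class shares and the Itgb2 shares pooled over libraries kept them.

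Scrublet, run through scanpy 1.11.5 on each library, called doublets, which were kept except in the alternative without them. Sums, thinning and intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, the partial least squares component with scikit-learn 1.9.0, and the figures with matplotlib 3.10.9. Thinning drew 1000 UMIs from each cell without replacement. The component was fitted on every second sham and day 1 microglia-like cell.

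The genes named in the text follow a fixed rule. They are the genes that the paper's results or discussion name for microglia (Itgb2, Ndufb2, Ndufa1, Ndufa3, Ndufc1, Ndufv3, Cxcl12, Kdr, Notch1, Notch3, Icam1, Itgb1 and P2ry12), the 5 largest rises and falls per day in microglia-like cells under the expression limits given with them, and the 10 genes with the highest lowest-of-4 ratio between Itgb2+ and Itgb2- cells. The endothelial, myelin, homeostatic, inflammatory, injury-associated, interferon, integrin and actin, cell cycle and electron transport chain lists were fixed too, the last of them taken from the paper's supplementary enrichment table. No gene is in more than 1 of the lists. Some genes that this rule selects, and 1 further list, are not reported here. A list of 8 immediate-early genes was added later. Of the homeostatic list P2ry12, Cx3cr1, Siglech and Fcrls, and of the inflammatory list Il1a, are leading genes of the microglia-like clusters, so that their levels are not independent of the clustering. A list's median log2 ratio was set among 10000 random lists of the same size, matched over 20 bins of mean expression, using genes of at least 20 CPM or UMIs.

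The group of each library, the marker genes, the gene lists, the named-gene rule and 28 processing alternatives were set before the data were examined. 3 alternatives were added afterwards, namely a limit of 5000 genes per cell (for the kept cells and for the microglia-like shares) and clustering without the marker genes.

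The calculations were tested on simulated data in which 200 genes had been changed by 0.25 to 4-fold. Comparing each day with sham, 95%, 95.5% and 98.5% of them were recovered on days 1, 3 and 7, among 4177, 2768 and 2390 simulated genes. In the split by Itgb2, 62.5%, 79%, 78.5% and 74% were recovered in the sham, day 1, day 3 and day 7 libraries, among 295, 1361, 812 and 757 genes. Simulated cells at positions 0.25, 0.5 and 0.75 between the sham and day 1 profiles came out at 0.267, 0.503 and 0.743. Their positions had standard deviations from 0.0775 to 0.0891, against 0.383 to 0.500 in the real libraries. The scatter of real cells was therefore not tested. Simulated cells of 1500 and 6000 UMIs with the same true share of 12.4% showed 17.2% and 55.8% before thinning and 11.5% and 12.9% after it.

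Where cells outside the clustering were added, each took the class most common among its 15 nearest clustered cells. Tried on 4436 clustered cells, this rule returned the cluster-based class for 96.3% of them, and for 97.1% of 170 microglia-like cells. scSTAR, the enrichment and interaction-network analyses, the receptor-ligand analysis and the rebuilt subclusters were left out, because their tools or inputs were not used here.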

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

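All tests in this part, and the classes and genes they cover, were chosen only after the results had been seen.

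In endothelial-like cells, a class whose transcripts the paper does not analyse, the gene with the highest ratio to sham under the expression limits was taken for each day, and it stood above the sham level. On day 1 this was Hspa1b (ENSMUSG00000090877), at 1049.6 CPM (1033 to 1066) against 90.3 CPM in the sham library, a ratio of 11.6 (11.0 to 12.3). On day 3 it was Ackr1 (ENSMUSG00000037872), at 713 CPM (699 to 726) against 13.0 CPM in the sham library, a ratio of 54.9 (47.6 to 63.8), and on day 7 Lcn2 (ENSMUSG00000026822), at 133 CPM (128 to 138) against 38.6 CPM in the sham library, a ratio of 3.44 (3.14 to 3.77). Ackr1 is also a leading gene of a pair of the 10 endothelial-like clusters. The near-identical Hspa1a, between which and Hspa1b reads can be split, went from 280.3 to 1443 CPM.

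Free RNA shared by all droplets would give like numbers of UMIs in every class. The UMIs per endothelial-like cell were 3.86 times (Hspa1b), 20.3 times (Ackr1) and 21.6 times (Lcn2) the median of the other classes of the same library, which argues against free RNA. Another mix of endothelial-like clusters, with each cluster at its sham level, would give ratios of 1.08, 2.08 and 1.28, and the observed ratios were 10.7, 26.4 and 2.68 times as large, which argues against the mix as the whole cause. A state or the handling of the whole library cannot be told apart from an effect of tMCAO, as each day is 1 library. 8 of 8 other classes had a higher Hspa1b level on day 1, 8 of 9 a higher Ackr1 level on day 3 and 8 of 9 a higher Lcn2 level on day 7 than in the sham library, but free RNA from endothelial cells would give that too. A response of endothelial cells to tMCAO stays open and was not tested.

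In oligodendrocyte-like cells, chosen in the same way, the genes were Klk6 (ENSMUSG00000050063) on day 1, at 446 CPM (434 to 458) against 21.0 CPM in the sham library, a ratio of 21.2 (17.7 to 25.6), Dpysl2 (ENSMUSG00000022048) on day 3, at 934 CPM (909 to 960.3) against 433 CPM in the sham library, a ratio of 2.16 (2.05 to 2.26), and Sgk1 (ENSMUSG00000019970) on day 7, at 1529 CPM (1501 to 1558) against 396 CPM in the sham library, a ratio of 3.86 (3.69 to 4.04).

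Per cell, oligodendrocyte-like cells held 251 times (Klk6), 12.0 times (Dpysl2) and 20.7 times (Sgk1) the UMIs of the median other class, which argues against free RNA. The ratios that the mix of the 3 clusters would give were 0.953, 1.01 and 0.976, and the observed ones were 22.2, 2.13 and 3.96 times as large, which argues against the mix. The handling or state of the whole library cannot be told apart from tMCAO for these genes either, with 1 library per day. 8 of 8 other classes (Klk6), 8 of 9 (Dpysl2) and 8 of 9 (Sgk1) were higher on the day than in the sham library, which free RNA from oligodendrocytes would also give. A response of oligodendrocytes to tMCAO stays open, untested.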

How the results depend on the processing

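The settings chosen only after the result was seen were the limit of 5000 genes per cell and clustering without the marker genes. No paired analysis was possible because each group had 1 library. With no replicates, a value counted as moved where it left the counting interval of the value reported, which is narrow for large counts. In this part, a ratio counted as reversed, or turned, only where that interval left out 1 and the new value lay on its other side.

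The number of kept cells moved under every setting tried. Up to 6000 genes per cell gave 10193 sham, 16714 day 1, 11298 day 3 and 16549 day 7 cells (54754 in all), at most 5% mitochondrial UMIs gave 5218 sham, 10355 day 1, 8080 day 3 and 9816 day 7 cells (33469 in all) and at most 20% gave 8276 sham, 14016 day 1, 9682 day 3 and 14855 day 7 cells (46829 in all). The limit of 5000 genes gave 9837 sham, 16345 day 1, 11056 day 3 and 16246 day 7 cells (53484 in all). The filters themselves are the cause.

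Of 80 recomputed microglia-like shares, 65 stayed within the interval and 15 moved, and each day stayed above the sham share. Up to 6000 genes, the sham share of the library was 1.63%, and 44.7% and 22.0% of all microglia-like cells came from days 1 and 7. With up to 5000 genes, the shares of the library were 1.68% (sham) and 2.58% (day 7), and 44.7% and 21.9% of the cells came from days 1 and 7. Counting border macrophage-like cells in gave 2.98%, 5.94%, 5.20% and 3.52% of the sham, day 1, day 3 and day 7 libraries, with 11.2% of the cells from sham. Calling each cell on its own from 3 of 5 markers gave 2.30% of the day 7 library, with 28.5% and 21.6% of the cells from days 3 and 7. Beyond the added cells, the cause was not tested.

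The share of Itgb2+ cells depends on depth by construction. Unthinned it was 27.0%, 32.3%, 38.2% and 30.3% in the sham, day 1, day 3 and day 7 libraries, and at 500 UMIs it was 6.29%, 6.37%, 7.55% and 6.5%, with little difference left between sham and the days. The other 13 of 20 recomputed shares stayed within the interval. On the sham to day 1 axis, 14 of 16 shares beyond the midpoint stayed, and 2 moved, day 1 to 83.0% at 500 UMIs and day 7 to 44.3% without integration. The cause was not tested.

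Of the list ratios to sham, 24 of the 29 values that answer a comparison of the paper stayed, 4 moved and 1 reversed, and of 79 others 63 stayed, 14 moved and 2 reversed. Without integration, the endothelial list turned to 1.20 (day 1) and 1.30 (day 3) and moved to 1.61 (day 7). The homeostatic list moved to 0.517 (day 1) and 0.860 (day 3) and the inflammatory list to 1.29 (day 1). With the level of a class that should lack the list subtracted, the endothelial list moved to 0.759 on day 3. The same subtraction put the integrin and actin list at 0.949 on day 3, but the subtracted oligodendrocyte-like cells had 7880.0 CPM of the list in the sham library and do not lack it, so nothing is read from that value. The cause was not tested.

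Of the Itgb2+ over Itgb2- ratios, 22 of 24 that answer a comparison stayed and 2 moved, and of 136 others 108 stayed, 21 moved and 7 reversed. At 500 UMIs, the integrin and actin list moved to 0.751 (day 1), 0.655 (day 3) and 0.925 (day 7) and turned to 0.904 (sham), the cell cycle list moved to 0.708 (day 1), and the homeostatic (0.95, day 3), inflammatory (1.01, day 3) and injury-associated (0.852, day 7) lists turned. Unthinned, the inflammatory (1.41, day 3), injury-associated (0.582, sham) and cell cycle (0.989, day 3) lists turned. Other ratios crossed 1 from an interval that held it and are not counted as reversed. Among these were the inflammatory list unthinned (1.53, day 1) and the myelin list at 500 UMIs (2.28, sham, and 0.308, day 1). The cause was not tested. The depth limits these ratios, as the sham library had 7 Itgb2+ cells.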

Differences from the paper's values

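The limit of 5000 genes per cell was chosen only after the values had been seen. No value stated in the paper's text and computed here differed by more than 1.5-fold. With the filters of the methods, 7562, 13376, 9378 and 14044 sham, day 1, day 3 and day 7 cells were kept against the paper's 9837, 16345, 11056 and 16246. Genes found in at least 3 cells of a library, with more than 200 and fewer than 5000 of them per cell and under 10% mitochondrial UMIs, a setting chosen after seeing the values, gave exactly the paper's number in all 4 libraries and the paper's total of 53484. Of the alternatives set before the data were examined, the 5% mitochondrial limit fell more than 1.5-fold below the paper's number in the sham, day 1 and day 7 libraries and in the total.

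The paper's percentages of microglia add up to 100 over the groups, so they were set beside each library's share of all microglia-like cells, 9.68%, 40.1%, 25.8% and 24.4% against the paper's 10.40%, 43.54%, 24.32% and 21.75%. This choice of denominator was made here.

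The paper states that microglia were the population with the clearest increase. On day 1, 2 classes rose more in percentage points and 5 more by ratio, while 1 class rose more by ratio on day 7. On day 3 none rose more in points and 2 did by ratio. By ratio, however, the interval of each of these classes overlapped that of microglia-like cells on the same day. With up to 5000 or 6000 genes per cell, the day 1 ratio of microglia-like cells was 3.12 or 3.19. The ranks were not recomputed with these limits.

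The paper links Itgb2+ microglia of day 3 to vessel growth. The endothelial list in microglia-like cells of day 3 was at 0.848 of the sham level (1.30 without integration), and Itgb2+ cells had 0.201 times the level of Itgb2- cells. Endothelial RNA in a droplet leaves fewer UMIs for Itgb2, so this last ratio can be low without a difference between microglia. The paper links the Itgb2+ microglia of day 1 to energy metabolism. The electron transport chain list in Itgb2+ cells of day 1 was at 0.984 of that in Itgb2- cells, a difference within counting error. Without thinning, where depth differs too, that ratio was 0.943 (0.921 to 0.965). The paper's subclusters were not rebuilt, so these are values of whole Itgb2+ and Itgb2- groups. The cells may differ from the paper's too, because the list and Itgb2 values were computed only with the methods' upper gene limit. That limit gave 159 sham, 659 day 1 and 424 day 3 microglia-like cells. The limit of 5000 genes per cell gave 165, 856 and 476. The list and Itgb2 values were not recomputed with the added cells.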

Other observations

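The test of doublets for the day 1 myelin level and the comparisons of microglia-like cells with the lowest other class were chosen only after the results had been seen, while the other tests in this part were written before their values were computed, though the interferon and immediate-early patterns had first been noticed in a table of clusters made without integration.

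Microglia-like cells held endothelial transcripts in all 4 libraries. Free RNA may be part of their source. Per cell, the endothelial list had at most 1.51 times the UMIs of the median other class outside the vessel wall in any library, within the limit of 2-fold that was set for free RNA. These classes differed widely, however, in the sham library from 1.82 UMIs per oligodendrocyte-like cell to 56.8 per erythrocyte-like cell, with 12.2 per microglia-like cell. Evenly shared free RNA can be no higher than in the lowest class, and microglia-like cells held at least 2.05 times that in every library, which argues against it as the whole source. Doublets of a microglial and an endothelial cell cannot be told apart from other sources of the rest, because removing called doublets lowered the list to a median of 0.850 times its CPM, and Scrublet can miss doublets. A rise in the microglia of day 3 stays open as well, since the day 3 level was 0.848 times that of sham with integration and 1.30 times without it.

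Myelin transcripts in microglia-like cells may come from free RNA too, with at most 1.20 times the UMIs per cell of the median other class. Against the lowest other class the ratio ran from 1.43 in the sham library to 2.61 on day 1, the 1 library above 2-fold. Removing called doublets left a median of 0.968 times the CPM over the 4 libraries. This cannot rule out doublets as the general source, because Scrublet can miss doublets. It called only 4, 13 and 26 in microglia-like cells of the sham, day 3 and day 7 libraries. In the day 1 library, however, removing 44 called doublets lowered the list from 593 to 327 CPM, a ratio of 0.551, so doublets may make up part of the day 1 level. Uptake of myelin by microglia was not tested.

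The thinned share of Itgb2+ cells was 5.19 percentage points higher on day 1 than in the sham library, but their intervals overlap and the CPM did not differ. Without the cells that held a UMI of 7 genes of blood-derived myeloid cells (Ccr2, Ly6c2, Plac8, Chil3, Ms4a4c, S100a8 and S100a9) the gap was 4.33 points. Cells with such a UMI made up 6.84% of the thinned microglia-like cells in the sham library, 5.01% on day 1 and 19.2% on day 3. Of these cells, 0 of 8 were Itgb2+ in the sham library and 5 of 26 on day 1. They can therefore add to the gap, although by this depth-dependent call they were not more frequent on day 1. At 500 UMIs per cell the shares were 6.29% in the sham library and 6.37% on day 1. With 7 positive sham cells and overlapping intervals, depth and blood-derived cells still cannot be told apart from a change of microglia.

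The interferon list was at 9709 CPM in endothelial-like cells of the sham library and at 3223, 6579.6 and 2884 CPM on days 1, 3 and 7. Free RNA is argued against by a number of UMIs per cell 7.51 times the median of the other classes. A state of the whole sham library may contribute, as the sham level was the highest of the 4 libraries in 5 of 9 classes. No biological explanation was tested.

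The immediate-early list (Fos, Fosb, Jun, Junb, Egr1, Atf3, Ier2 and Dusp1), whose genes can respond to cell preparation, was at 12986, 11672, 9825 and 15976 CPM in endothelial-like cells of the sham, day 1, day 3 and day 7 libraries. Day 7 was highest in 3 of 9 classes. In astrocyte-like, choroid plexus-like and oligodendrocyte-like cells it was above sham without being the highest. In border macrophage-like, microglia-like and pericyte-like cells it was below sham. Handling of the whole day 7 library therefore stays open, because it could raise a class without making day 7 the highest library. In microglia-like cells the list was highest in the sham library, at 28621 CPM, and lowest on day 1, at 8022 CPM. No biological explanation was tested.

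The Y-linked gene Ddx3y was found in 25.9% to 34.1% of the cells of each library. Xist, which is expressed from the inactive X chromosome of female cells, was found in at most 0.167% of the cells of any library, which argues against cells of a female animal among those of male mice.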
